# Adipose-Derived Mesenchymal Stem Cells Inhibit JNK-Mediated Mitochondrial Retrograde Pathway to Alleviate Acetaminophen-Induced Liver Injury

**DOI:** 10.3390/antiox12010158

**Published:** 2023-01-09

**Authors:** Yelei Cen, Guohua Lou, Jinjin Qi, Minwei Li, Min Zheng, Yanning Liu

**Keywords:** mesenchymal stem cell, APAP-induced liver injury, mitochondria retrograde, ROS, DNA damage

## Abstract

Acetaminophen (APAP) is the major cause of drug-induced liver injury, with limited treatment options. APAP overdose invokes excessive oxidative stress that triggers mitochondria-to-nucleus retrograde pathways, contributing to APAP-induced liver injury (AILI). Mesenchymal stem cell therapy is a promising tool for acute liver failure. Therefore, the purpose of this study was to investigate the beneficial effects of adipose-derived mesenchymal stem cell (AMSC) therapy on AILI and reveal the potential therapeutic mechanisms. C57BL/6 mice were used as the animal model and AML12 normal murine hepatocytes as the cellular model of APAP overdose. Immunohistochemical staining, Western blotting, immunofluorescence staining, and RNA sequencing assays were used for assessing the efficacy and validating mechanisms of AMSC therapy. We found AMSC therapy effectively ameliorated AILI, while delayed AMSC injection lost its efficacy related to the c-Jun N-terminal kinase (JNK)-mediated mitochondrial retrograde pathways. We further found that AMSC therapy inhibited JNK activation and mitochondrial translocation, reducing APAP-induced mitochondrial damage. The downregulation of activated ataxia telangiectasia-mutated (ATM) and DNA damage response proteins in AMSC-treated mouse liver indicated AMSCs blocked the JNK-ATM pathway. Overall, AMSCs may be an effective treatment for AILI by inhibiting the JNK-ATM mitochondrial retrograde pathway, which improves APAP-induced mitochondrial dysfunction and liver injury.

## 1. Introduction

Acetaminophen (APAP) is a widely used analgesic and antipyretic drug that is metabolized in the liver. Because of its low cost and ease of access, APAP overdose is the most prevalent cause of acute liver failure worldwide [1]. In the liver, APAP is primarily converted to pharmacologically inactive glucuronide and sulfate conjugates, with a minor fraction being converted into a toxic intermediate, N-acetyl-p-benzoquinone imine (NAPQI), mainly by cytochrome P450 (CYP) 2E1 and CYP1A2, but toxic doses of APAP promote the production of NAPQI, leading to hepatic glutathione (GSH) depletion and protein adduct formation [2,3]. This results in mitochondrial oxidative stress and c-Jun N-terminal kinase (JNK) activation, which is a key mechanism of APAP-induced liver injury (AILI) [4]. In AILI, JNK translocation to the mitochondria is responsible for mitochondrial disruption and excessive reactive oxygen species (ROS) release [5].

The mitochondrial retrograde pathway has received increasing interests in the study of mitochondria-related diseases [6,7]. The mitochondria-to-nucleus retrograde pathway contributes to the regulation of nuclear-encoded transcription factors and coactivators that govern mitochondrial function or nuclear stress signals [8,9]. Excessive ROS, decreased ATP and mitochondrial membrane potential (ΔΨm), increased free calcium and the mitochondrial unfolded protein response all drive mitochondrial retrograde pathways [10]. ROS are key activators of mitochondrial retrograde signaling, including activating HIF-1α, Nrf2, NF-κB and the DNA damage response [11,12,13,14]. The retrograde pathway may be a novel target for treating AILI since APAP-induced mitochondrial damage possesses similar characteristics.

Mesenchymal stem cells (MSCs) are a promising tool for acute liver injury since they are easy to acquire and have the properties of self-renewable, multi-differentiation, and immunomodulation [15,16]. The beneficial effects of MSC therapy have been illustrated in liver injury by immunoregulatory function [17], secreting regenerative cytokine [18], and regulation of cell-to-cell communication by exosomes [19]. MSCs are also an ideal material for tissue engineering and reconstruction, which might be an alternative therapeutic strategy for liver transplantation [20]. For example, the combination of stem cells with 3D bioprinting is an attractive technology to obtain repeatable structures with high resolution and mimic patient-specific anatomical structures [21,22,23]. Recent studies have uncovered that MSC treatment contributes to the restoration of mitochondrial function in injured cells and has antioxidant effects on oxidative stress [24,25]. However, whether MSC therapy can affect the mitochondrial retrograde pathway in AILI is not clear. APAP overdosing can cause acute liver failure in a short period of time and the clinically approved treatment, N-acetylcysteine (NAC), has a short therapeutic window [26]. Though MSC therapy has shown promising benefits, the optimal timing of administration varies by disease [27,28,29]. Therefore, it is also important to clarify the therapeutic window of MSC treatment in AILI.

This study has investigated the effects and therapeutic window of adipose-derived MSCs (AMSCs) in AILI mice. We present evidence that the intravenous administration of AMSCs restored impaired mitochondrial function and DNA damage after APAP overdosing and identified the underlying mechanisms.

## 2. Materials and Methods

### 2.1. Animal Experiments

Male C57BL/6 mice (18–22 g, 5–7 weeks old) used in this research were obtained from GemPharmatech Co., Ltd. (Nanjing, China). The animals were housed five per cage under standard laboratory conditions, with free access to a regular commercial diet and water. The experiment was carried out in the institutional animal care and use committee of the First Affiliated Hospital of Zhejiang University. APAP (HY-66005), NAC (HY-B0215) and Anisomycin (HY-18982) were purchased from MedChemExpress (Monmouth Junction, NJ, USA). All animals were fasted overnight before APAP administration and were administered a single dose of 500 mg/kg APAP by intraperitoneal (i.p.) injection to establish a mouse model of APAP-induced liver injury. NAC (300 mg/kg via i.p. injection) and AMSCs (2 × 10^5^ via tail vein) were treated immediately after APAP administration. A JNK activator, anisomycin (20 mg/kg), was administered via i.p. injection 30 min prior to APAP injection to further investigate the role of the JNK pathway in mediating the protective effect of AMSCs. For AMSCs delayed treatment assay, AMSCs were injected 1 h, 2 h, 4 h and 6 h after APAP overdosing. Mice were killed 6 and 24 h after receiving APAP treatment. Serum samples and liver tissues were harvested. Liver tissues were flash frozen in liquid nitrogen and stored at −80 °C for further use.

### 2.2. Cell Culture and Treatment

AMSCs were obtained from inguinal adipose tissues of C57BL/6 mice, as we previously described [19]. After being digested with 0.075% collagenase type I (Sigma, St. Louis, MO, USA) and washed with PBS, cells were expanded in the murine MesenCult™ Expansion Kit (Stemcell, Vancouver, BC, Canada). AML-12 cell line was purchased from Procell Life Science & Technology Co., Ltd. (Wuhan, China) and cultured in DMEM/F12 containing 10% FBS, 10 µg/mL insulin, 5.5 µg/mL transferrin, 5 ng/mL selenium, 40 ng/mL dexamethasone and 1% penicillin-streptomycin at 37 °C in a 5% CO_2_ atmosphere. The JNK inhibitor SP600125 (HY-12041) and ATM inhibitor KU-55933 (HY-12016) were purchased from MedChemExpress (Monmouth Junction, NJ, USA). The cells were preincubated with SP600125 (10 µM) or KU-55933 (10 µM) for 1 h to inhibit JNK or ATM before being treated with 10 mM APAP or 4 µM Anisomycin for 24 h.

### 2.3. Liver Histological and Serum Biochemical Analysis

Formalin-fixed tissue samples were embedded in paraffin, and 5 μm sections were cut. Sections were stained with hematoxylin and eosin (H&E staining) for the evaluation of necrosis. Neutrophils and γH2AX positive cells were detected using a Ly6G antibody (1:400, Servicebio, Wuhan, China) and a γH2AX antibody (1:500, Huabio, Hangzhou, China) respectively. H&E staining and immunohistochemistry (IHC) analysis were evaluated by microscopy, and five visual fields were randomly selected for observation. Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were measured by an automatic biochemical analyzer from Rayto Life and Analytical Sciences Co., Ltd. (Shenzhen, China).

### 2.4. Transmission Electron Microscopy

The liver samples were cut into 1 mm^3^ blocks, followed by a 2 h fixation period using 2.5% glutaraldehyde/phosphate buffer. Osmium tetroxide (1%) was used for the secondary fixation. After dehydration, embedding, and staining, images of the samples were acquired using a transmission electron microscope (Hitachi HT7700, Tokyo, Japan).

### 2.5. Quantification of Reduced GSH Level in Liver

The levels of liver GSH were measured according to the instructions of the Reduced GSH Assay Kit from Nanjing Jiangcheng Bioengineering Institute (Nanjing, China). Briefly, liver tissues were homogenized in normal saline and centrifuged at 2500× *g* rpm for 10 min to a prepare 10% liver tissue homogenate. Then, 100 µL of supernatant, 100 µL of buffer, and 25 µL of chromogen were added to a well of a 96-well plate. The mixture was kept at room temperature for 5 min. Each sample was tested in triplicate and analyzed at 405 nm using the microplate reader BioTek Synergy Neo2 (Winooski, VT, USA).

### 2.6. Evaluation of Liver Tissue ATP Content

The hepatic ATP concentration was assessed with ATP Assay Kit (Beyotime Biotechnology, Shanghai, China). The liver tissue was made into 10% homogenate with lysate and centrifuged at 12,000× *g* at 4 °C for 5 min. The supernatants were quickly mixed with ATP detection working solution and detected by the luminometer Biotek Synergy Neo2. The data were normalized to the percentages of the control group.

### 2.7. Isolation of Mitochondria from Liver Tissue

Take 100 mg of fresh liver tissue and wash it with PBS once. Then mince the tissue on ice and add 1 mL pre-cooled mitochondrial isolation reagent A with PMSF from the Mitochondria Isolation Kit (Beyotime Biotechnology, Shanghai, China). Fully homogenize the tissue in an ice bath. Then, centrifuge the homogenate at 1000× *g* for 5 min at 4 °C. The supernatant was transferred to another centrifuge tube and centrifuged at 3500× *g* for 10 min. The obtained pellets were mitochondria for Western blot and JC-1 detection.

### 2.8. Mitochondrial Membrane Potential Analysis

Detection of altered ΔΨm was performed by using the JC-1 Staining Kit (Beyotime Biotechnology, Shanghai, China) according to manufacturer’s instructions. JC-1 staining of tissue was performed on isolated mitochondria by mixing 900 µL of diluted JC-1 staining working solution with 100 µL of purified mitochondria. Then, use a fluorescence spectrophotometer to measure the fluorescence intensity of JC-1 monomer and aggregate respectively. Cells were incubated with 2 mg/mL JC-1 at 37 °C for 20 min. The fluorescent images were captured using the EVOS M7000 Imaging System (Thermo Fisher, Waltham, MA, USA).

### 2.9. ROS Measurement

After thawing at room temperature, frozen slides of liver tissue were incubate in the dark at 37 °C for 30 min with dihydroethidium (DHE) staining solution (Sigma, St. Louis, MO, USA). Then they were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) for 10 min at room temperature. Using fluorescent microscopy (Nikon EclipseC1, Nikon, Tokyo, Japan) to image slides. For live cells, ROS were stained by incubating with 10 µM DCFH-DA (Beyotime Biotechnology, Shanghai, China) and 2 µM mitoSOX Red (Thermo Fisher, Waltham, MA, USA) at 37 °C for 30 min. Then images were obtained by the EVOS M7000 Imaging System.

### 2.10. Western Blot Analysis

Liver tissue proteins were obtained from tissue lysates for western blotting. Protein concentration was determined using a BCA assay kit (Sigma-Aldrich, Saint Louis, MO, USA). Denatured proteins were separated on 12–20% Bis-Tris MOPS gels by SDS-PAGE and transferred to PVDF membranes. The PVDF membranes were incubated overnight at 4 °C with anti-Phospho-SAPK/JNK (Thr183/Tyr185) (1:1000, #4668, CST, Boston, MA, USA), anti-JNK (1:1000, #9252, CST, Boston, MA, USA), anti-VDAC1 (1:2000, ab154856, Abcam, Cambridge, UK), anti-Phospho-Src Family (Tyr416) (1:1000, #6943, CST, Boston, MA, USA), anti-Src (1:1000, #2123, CST, Boston, MA, USA), anti-Phospho-ATM (Ser1981) (1:400, sc-47739, Santa Cruz BioTech, Santa. Cruz, CA, USA), anti-ATM (1:4000, A1106, Sigma-Aldrich, MO, USA), anti-γH2AX (1:5000, ab81299, Abcam, Cambridge, UK), anti-H2AX (1:1000, 10856-1-AP, Proteintech, Wuhan, China), anti-p21(1:1000, ab188224, Abcam, Cambridge, UK) and anti-GAPDH (1:10,000, MB001, Bioworld Technology, Nanjing, China). The membrane-bound antibodies were detected by a hypersensitive chemiluminescence detection reagent from Fude Biological Technology Co., Ltd. (Hangzhou, China).

### 2.11. Immunocytochemistry

AML12 cells were fixed with fresh 4% paraformaldehyde for 10 min, and were permeabilized with 0.1% Triton X-100 in PBS for 10 min. After blocking with 1% BSA and 22.52 mg/mL glycine in PBS for 1 h, anti-Phospho-ATM (Ser1981) (1:50, sc-47739, Santa Cruz BioTech, Santa. Cruz, CA, USA) and anti-γH2AX (1:100, ab81299, Abcam, Cambridge, UK) were added and incubated overnight at 4 °C. The following day, plates were washed three times with PBS. After rinsing, secondary antibodies were applied for 1 h at room temperature, followed by three additional washes with PBS. Nuclei were counterstained with DAPI. Images were acquired by the EVOS M7000 Image System with a 40× objective.

### 2.12. RNA Sequencing and Analysis

Total RNA was extracted, and the RNA integrity was measured using the Agilent 2100 bioanalyzer system (Santa Clara, CA, USA). Libraries of amplified RNA for each of the nine samples were prepared in accordance with the Illumina protocol. The cDNA library construction and sequencing were conducted based on the procedures by Novogene Co., Ltd. (Beijing, China). Differential expression analysis of two groups (three biological replicates per group) was performed using the DESeq2 R package (1.20.0). Genes with padj ≤ 0.05 and |log2 (foldchange)| ≥ 1 were considered significantly differential expressed genes (DEGs). The database annotation of the pathways and functions of DEGs was carried out by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis and reactome pathway enrichment analysis. Gene set enrichment analysis (GSEA) is a computational method for determining if a predefined gene set can show a statistically significant difference between two biological states, which can include subtle expression changes. In this study, the local version of the GSEA analysis tool (http://www.broadinstitute.org/gsea/index.jsp, accessed on 22 June 2022) and predefined gene sets of mitochondrial pathways in MitoCarta 3.0 (https://www.broadinstitute.org/mitocarta/mitocarta30-inventory-mammalian-mitochondrial-proteins-and-pathways, accessed on 22 June 2022) were used. Heat maps and volcano plots were generated using TBtools (version 1.098774) [30].

### 2.13. Statistical Analysis

The data are expressed as means ± SD. Student’s *t* tests and one-way ANOVA followed by Tukey’s test were used to compare the differences between each group. GraphPad Prism 8.0 (GraphPad Software, La Jolla, CA, USA) was used for statistical analysis.

## 3. Results

### 3.1. AMSC Injection Effectively Ameliorated APAP Induced Liver Injury

To evaluate the effect of AMSC therapy on APAP-induced liver injury, we collected liver tissues and serum samples from APAP-overdosed, AMSC-treated mice and NAC-treated mice. The H&E sections showed that the intense centrilobular necrosis was much more reduced in AMSC-treated mice after a 24 h APAP challenge (Figure 1A). Similarly, serum AST and ALT levels, two indicators of liver damage, were drastically decreased after 24 h of AMSC treatment (Figure 1B). Then we analyzed the reduction in antioxidant GSH level after 6 h of APAP overdose, which is a critical step in APAP-induced liver injury. The total GSH levels in the liver revealed that AMSCs partially rescued the GSH depletion (Figure 1C). The number of neutrophils infiltrating as indicated by Ly6G staining was decreased in AMSC-treated mice, suggesting a significant reduction in liver inflammation (Figure 1D). Moreover, these therapeutic effects of AMSC therapy are comparable to those of NAC in clinical use. These results suggested that AMSCs are an effective therapy for AILI.

### 3.2. AMSCs Rescue Mitochondrial Function during APAP-Induced Liver Injury

We next tested whether AMSC treatment could ameliorate injured mitochondrial function triggered by APAP overdosing. Mice were injected with a single dose of 500 mg/kg APAP to induce acute liver injury, and some of them were treated with AMSCs. After 6 h, the mice were sacrificed, and liver tissues were collected to test mitochondrial activity. The elevated ATP level was observed after AMSC treatment which suggested a protective effect on ATP synthesis in mitochondria (Figure 2A). We also estimated the effects of AMSCs on mitochondrial membrane potential (ΔΨm) by staining isolated mitochondria from liver tissue with JC-1. AMSC treatment can alleviate APAP-induced loss of hepatic ΔΨm, which is essential for the oxidative phosphorylation process (Figure 2B). Results from electron microscopy investigations further revealed the changes in mitochondrial morphology. We observed swollen mitochondria with blunted cristae in the APAP group, while the ultrastructures of mitochondria in the AMSC group were quite similar to those in the NC group (Figure 2C). Together, treating with AMSCs had a protective effect against APAP-induced mitochondrial injury.

### 3.3. The Therapeutic Window of AMSC Therapy Is Related to the Mitochondrial Retrograde Pathway

To explore the therapeutic window of AMSCs administration, we performed delayed AMSC treatment at different time points after APAP overdosing. After 24 h of APAP intoxication, liver histology showed that 1 h and 2 h of delayed administration significantly reduced liver necrosis, but massive necrosis was observed in the 4 h and 6 h delayed treatment groups (Figure 3A). Consistent with the histological analysis, serum AST and ALT levels were significantly elevated in the 4 h and 6 h treated groups. These results indicated that AMSC treatment would be ineffective 4 h after APAP overdosing (Figure 3B). Previous studies have shown JNK activation is key to mitochondrial damage caused by APAP toxicity [5,31]. The mitochondrial retrograde pathway initiated by JNK results in the formation of cytoplasmic chromatin fragments and the induction of DNA damage, which is responsible for APAP-induced hepatocyte injury and regenerative failure [32,33]. Figure 3C suggested that the expression of p-JNK gradually increased from 0 h to 2 h and was sharply activated at 4 h. γH2AX, a marker of cytoplasmic chromatin fragments formation and DNA damage, showed the same trend as the level of p-JNK, which was abundantly expressed 4 to 6 h after APAP poisoning. This suggested that JNK was massively activated at the time point 4 h after the APAP challenge and triggered a mitochondria-to-nucleus retrograde signaling pathway. Taken together, the limited therapeutic window of AMSC therapy may be related to the JNK-mediated mitochondria-to-nucleus retrograde pathway.

### 3.4. AMSC Treatment Reduces JNK Activation and Mitochondrial Translocation

To further clarify the potential mechanisms of AMSC therapy in AILI, we performed RNA-seq analysis using samples after 6 h APAP overdosing and AMSC treatment. 

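RNA was sequenced from the livers of 9 male C57BL/6 mice, 3 in each of the NC, vehicle and AMSC groups. Mice of the vehicle group were fasted overnight and received 500 mg/kg APAP intraperitoneally, and their livers were studied 6 h later. Mice of the AMSC group received 200000 AMSCs through the tail vein directly after the same dose of APAP and were studied at the same time point. The AMSCs were grown from the inguinal adipose tissue of C57BL/6 mice. The authors deposited FPKM values (fragments scaled to gene length and library size) for 54532 genes, of which 29683 were at 0 in all 9 libraries. Between 99.9944% and 99.9947% of the FPKM values above 0 per library were, once multiplied by the gene length, whole multiples of a step particular to the library, so the number of reads on each gene could be recovered. Between 13418921 and 16210930 reads per library fell on genes, with medians of 15376434 in the NC group, 14164875 in the vehicle group and 15259968 in the AMSC group. The FPKM denominators were proportional to median-of-ratios size factors of these reads, so the libraries were already scaled to each other. A single read on a gene of 1 kilobase corresponded to between 0.0578 and 0.0807 FPKM. The coordinates of the genes were those of GRCm38. The 9699 genes with a mean of at least 1 FPKM over the 9 libraries were tested on log2(FPKM + 1) with limma, with 2 groups in each fit and Benjamini-Hochberg adjustment. As in the paper, genes with an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction were called DEGs. NC replicate 3 has another label date than the other libraries, so the comparisons with the NC group were repeated without it.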

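Between the vehicle and NC groups there were 766 DEGs, of which 494 were higher and 272 lower in the vehicle group. Between the AMSC and vehicle groups there were 190 DEGs, 72 higher and 118 lower in the AMSC group, and between the AMSC and NC groups 583, 380 higher and 203 lower. Without NC replicate 3, the counts were 796 for vehicle against NC and 624 for AMSC against NC. The adjusted p alone was passed by 2514, 367 and 2521 genes in the same order. The 2 groups did not overlap in 43.2%, 27.0% and 43.5% of the genes tested, where chance gives 10%. The count for AMSC against vehicle moved most when all 24849 genes with a value above 0 were tested, to 21 DEGs. It was 105 without vehicle replicate 3, 101 without AMSC replicate 2, 90 without AMSC replicate 3 and 94 without AMSC replicate 4.

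**Figure D1:**
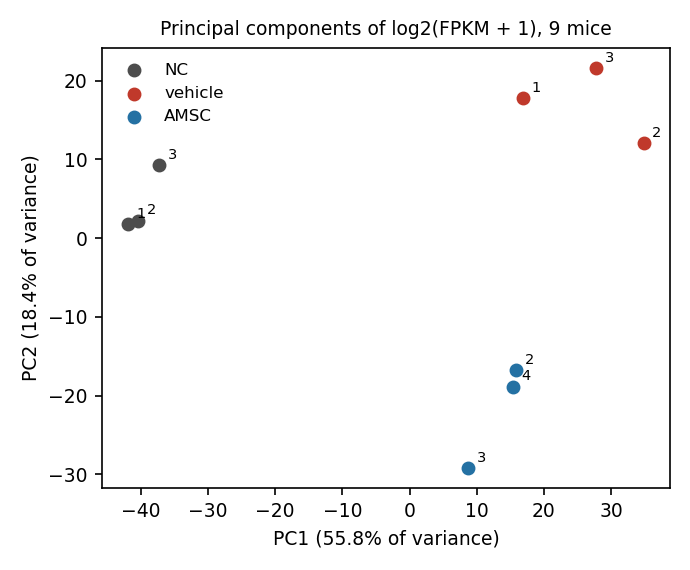
Principal components of the 9 libraries, computed on log2(FPKM + 1) of the genes tested, with component 1 (55.8% of the variance) on the x axis and component 2 (18.4%) on the y axis and each point a library. On component 1 the NC libraries sit between -41.87 and -37.28 and the other libraries above 8, and on component 2 the AMSC libraries sit between -29.16 and -16.77 and the vehicle libraries between 12.07 and 21.63.

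Among DEGs whose groups did not overlap, the largest rises in the vehicle group against the NC group were those of Igfbp1 (ENSMUSG00000020429), Egr1 and Atf3, with log2 fold changes of 7.98, 7.53 and 7.45. Igfbp1 rose from 5.76 ± 4.52 to 1517 ± 350.1 FPKM (SD, n = 3). Cyp7a1 and Nrep were among the 3 largest falls, with log2 fold changes of -4.96 and -3.97. In the AMSC group against the vehicle group, the largest rises were those of Saa2 (ENSMUSG00000057465), Gm43305 and Saa1, with log2 fold changes of 5.26 (SE 0.59, adjusted p = 0.00643 from limma), 4.88 (SE 0.43, adjusted p = 0.00297) and 4.10 (SE 0.48, adjusted p = 0.00812). Saa1 and Saa2 are paralogs whose reads the authors' counting could have split, so their separate values are uncertain. Hilpda (ENSMUSG00000043421) and Hbegf were among the 3 largest falls, with log2 fold changes of -4.47 (SE 0.54, adjusted p = 0.00812 from limma) and -3.28 (SE 0.40, adjusted p = 0.00812). In the AMSC group against the NC group, Atf3, Egr1 and Igfbp1 rose most (log2 fold changes 7.32, 6.67 and 6.64), and Nrep, Mid1ip1 and Cyp7a1 fell most (-4.32, -3.60 and -3.18). Atf3 and Mid1ip1 overlap genes on the other strand, so their values are uncertain. These orders hold for log2(FPKM + 1), which makes the fold changes of genes with values near 0 smaller. With a pseudocount of 0.1, Fos (8.50) was above Igfbp1 (8.25) in vehicle against NC, and Fos (8.24) and Cdkn1a (7.37) were above it (6.91) in AMSC against NC.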

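A list of 293 genes of the MAPK pathway, compiled by hand after the KEGG map, held 162 of the genes tested. Of the 118 DEGs that were lower in the AMSC group than in the vehicle group, 8 were on this list, or 6.78% against 1.67% of all genes tested. With 1.97 genes expected, the one-sided Fisher's exact test gave p = 0.000787, or 0.00118 after Benjamini-Hochberg adjustment over the 6 overlaps tested. The 8 genes were Dusp5, Cd14, Epha2, Il1b, Areg, Dusp6, Dusp4 and Il1a. Of the 72 DEGs that were higher in the AMSC group, 3 were on the list, namely Il1r1, Gadd45g and Ikbkg (1.20 expected, Fisher's exact p = 0.119 before and after adjustment). The last 4 of the lower genes and the 3 higher genes were named after their values were seen. Adjusted over the list alone, 15 genes were DEGs in either direction, against 11 when adjusted over all genes tested. The overlap of the lower DEGs moved most for protein-coding genes only (Fisher's exact p = 9.66e-06), and its highest value, 0.0349, came from a core list of kinase cascades, phosphatases and immediate targets. Dusp5 (ENSMUSG00000034765, chromosome 19, 53529109 to 53542431), a MAPK phosphatase gene, fell from 52.5 ± 31.4 FPKM in the vehicle group to 2.69 ± 0.519 FPKM in the AMSC group (SD, n = 3), a log2 fold change of -3.64 (SE 0.47, adjusted p = 0.00966 from limma). Cd14 (ENSMUSG00000051439, chromosome 18, 36725074 to 36726736) fell from 83.9 ± 36.6 to 8.17 ± 4.01 FPKM (SD, n = 3), a log2 fold change of -3.22 (SE 0.38, adjusted p = 0.00812). Epha2 had a log2 fold change of -2.20 (SE 0.18, adjusted p = 0.00202) and Il1b one of -2.19 (SE 0.42, adjusted p = 0.0367). Every library of the AMSC group was below every library of the vehicle group for these 4 genes. Il1b overlaps Il1bos on the other strand, and its adjusted p rose to 0.0703 without vehicle replicate 1, 0.0861 without vehicle replicate 3, 0.0885 without AMSC replicate 2, 0.128 without AMSC replicate 3 and 0.117 without AMSC replicate 4. It was 0.0583 under voom and 0.193 when all genes above 0 were tested. The test of all genes above 0 also removed the calls of Dusp5 (adjusted p = 0.113) and Cd14 (0.100), but not that of Epha2 (0.0361). The pseudocount of 1 makes the log2 fold change of Il1b smaller, which was -4.12 with a pseudocount of 0.1.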

The MAPK pathway was significantly enriched by KEGG enrichment analysis of the downregulated differential genes after AMSC treatment. Similarly, KEGG enrichment of the upregulated differential genes in the APAP group compared with the NC group also showed a significant enrichment in the MAPK pathway (Figure 4A). 

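Of the 494 DEGs that were higher in the vehicle group than in the NC group, 29 were on the MAPK list, or 5.87%, where 8.25 were expected. The one-sided Fisher's exact test gave p = 2.35e-09, or 7.06e-09 after adjustment over the 6 overlaps. When NC replicate 3 was left out, 29 of 489 DEGs were on the list (Fisher's exact p = 1.86e-09). Adjusted over the list alone, 30 genes were DEGs in either direction, as many as when adjusted over all genes tested. The value moved most when all genes above 0 were tested (Fisher's exact p = 1.26e-14) and was highest, at 4.45e-08, for genes with a mean of at least 5 FPKM. On the scale of log2(FPKM + 1), the 4 genes of the list with the largest rise were Fos, Nr4a1, Jun and Cd14. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) rose from 0.200 ± 0.0904 FPKM in the NC group to 111 ± 44.3 FPKM in the vehicle group (SD, n = 3), a log2 fold change of 6.46 (SE 0.28, adjusted p = 1.87e-05 from limma). Nr4a1 had a log2 fold change of 5.81 (SE 0.30, adjusted p = 4.55e-05), Jun one of 5.49 (SE 0.23, adjusted p = 1.68e-05) and Cd14 one of 5.15 (SE 0.28, adjusted p = 4.83e-05). The pseudocount of 1 holds down the values for genes with few reads in the NC group, and with a pseudocount of 0.1 Fos had 8.50 and Nr4a1 7.74. Jun overlaps Junos on the other strand, so its value is uncertain. Of the 380 DEGs that were higher in the AMSC group than in the NC group, 28 were on the MAPK list, or 7.37%. Here 6.35 were expected (one-sided Fisher's exact p = 2.49e-11, or 1.50e-10 adjusted over the 6 overlaps). The enrichment of the list among genes higher than in the NC group was thus still present in the AMSC group.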

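Of the 29 genes of the MAPK list that were DEGs with higher values in the vehicle group than in the NC group, 21 were lower in the AMSC group than in the vehicle group, or 72.4%. For 7 of them (Cd14, Dusp5, Dusp4, Dusp6, Areg, Epha2 and Il1b) this fall made them DEGs, and 22 of the 29 were still DEGs with higher values in the AMSC group than in the NC group. Without NC replicate 3, these counts were 22, 7 and 21. Both comparisons share the vehicle libraries. In 100 simulations in which the AMSC libraries had the vehicle mean, the median share of lower genes was 54.4%, the share was as high as observed in 30, and at most 1 gene became a DEG. The count of 7 moved most when all genes above 0 were tested, to 2. The log2 rise in the vehicle group was removed by a median of 14.5% in the AMSC group, against 32.1% for the other 465 DEGs with higher values in the vehicle group. Among the 7 DEGs, Dusp4 lost 47.3% of its rise and Dusp5 71.7%. The value of 121% for Il1b does not show a fall below its NC level. The log2 fold change of Il1b in AMSC against NC was -0.38 (adjusted p = 0.223 from limma), and its AMSC values rest on few reads. Fos and Jun differed little between the vehicle and AMSC groups, with log2 fold changes of -0.26 (SE 0.35, adjusted p = 0.738 from limma) and 0.15 (SE 0.27, adjusted p = 0.801). The sign changed for Fos without vehicle replicate 2 (0.02) or AMSC replicate 3 (0.04) and for Jun without vehicle replicate 1 (-0.09). Il1r1 and Gadd45g, chosen after their values were seen, were higher in the AMSC group than in the vehicle group, with log2 fold changes of 2.06 (SE 0.26, adjusted p = 0.00956 from limma) and 1.62 (SE 0.29, adjusted p = 0.0320).

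**Figure D2:**
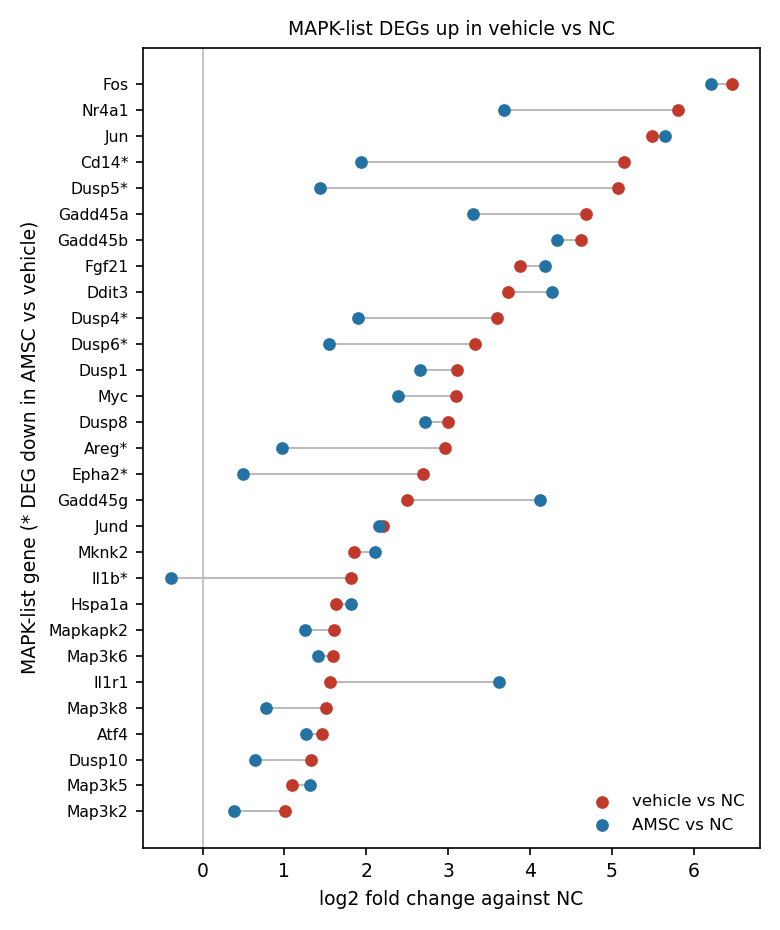
Log2 fold changes against the NC group of the 29 genes of the MAPK list that were DEGs with higher values in the vehicle group, with a pair of points per gene for the vehicle and the AMSC group. The medians over the 29 genes are 2.96 in the vehicle group and 1.93 in the AMSC group.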

The heat map of the MAPK pathway showed some abnormally activated genes caused by APAP toxicity were restored by AMSC treatment (Figure 4B). These results indicated that AMSC treatment attenuated the MAPK pathway triggered by APAP hepatotoxicity. 

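The whole MAPK list was also tested with camera of limma (inter-gene correlation 0.01), adjusted over the 6 lists tested at the paper's claims. Relative to the NC mean, the list mean per library was 0.66 ± 0.03 on the log2 scale in the vehicle group and 0.53 ± 0.03 in the AMSC group (SD, n = 3), and the NC libraries had an SD of 0.02. In the vehicle group against the NC group, 113 of the 162 genes were higher, with a median log2 fold change of 0.23 (adjusted p = 8.83e-07 from camera of limma). In the AMSC group against the vehicle group, 97 were lower, with a median of -0.05 (adjusted p = 0.0400). Against the NC group, 105 were still higher in the AMSC group, with a median of 0.19 (adjusted p = 8.11e-05). Without NC replicate 3, the adjusted p was 4.06e-06 for vehicle against NC and 0.000387 for AMSC against NC. All 3 calls held under fry (adjusted p = 5.37e-05, 0.0228 and 4.34e-05). With an estimated correlation in camera, the calls against the NC group held (adjusted p = 0.0251 and 0.0343) and the call for AMSC against vehicle did not (0.143). That call was also lost for genes with a mean of at least 5 FPKM (adjusted p = 0.315), the alternative that moved it most, while the lowest value over its alternatives was 0.00527. It was lost without vehicle replicate 1 (0.0905, with a median of -0.03), vehicle replicate 2 (0.0891), AMSC replicate 2 (0.0877) or AMSC replicate 4 (0.0663). From the enrichment of the MAPK pathway among both sets of DEGs and the genes restored in the heat map, the paper concludes that AMSC treatment attenuated the MAPK pathway that APAP had triggered.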

JNK is a subtype of the MAPK signaling pathway and plays a key role in APAP-induced mitochondrial defects. 

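Sgk1, Dpt, Runx1, Efnb2, Igtp, Ifit1, Ifit3 and Gbp3 are the 8 genes that the paper shows for a gene set of JNK upregulation (Figure 4C). All 8 were lower in the AMSC group than in the vehicle group, and 6 passed the filter on low values. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) fell from 12.9 ± 3.45 to 3.07 ± 0.824 FPKM (SD, n = 3), a log2 fold change of -1.77 (SE 0.22, adjusted p = 0.00812 from limma). Gbp3 (ENSMUSG00000028268, chromosome 3, 142560026 to 142573209) fell from 3.13 ± 0.295 to 0.743 ± 0.135 FPKM (SD, n = 3), a log2 fold change of -1.24 (SE 0.12, adjusted p = 0.00473). The falls of Igtp (log2 fold change -0.93, SE 0.14, adjusted p = 0.0170) and Ifit1 (-0.79, SE 0.16, adjusted p = 0.0382) passed the adjusted p but not the minimum fold change, which Igtp reached without vehicle replicate 3 (-1.004, adjusted p = 0.0369). Both reached it with a pseudocount of 0.1 (-1.05 and -1.04) and under voom (-1.07 and -1.08, adjusted p = 0.0144 and 0.0363). When all genes above 0 were tested, the adjusted p of Igtp and Ifit1 was 0.0922 and 0.148. Sgk1 (-0.73, SE 0.17, adjusted p = 0.0602) and Dpt (-0.60, SE 0.16, adjusted p = 0.0953) did not pass. Runx1 (-0.09) and Efnb2 (-0.40) had means under 1 FPKM in each group. Igtp overlaps Irgm2 and Efnb2 overlaps 3 genes on the same strand, Dpt and Runx1 overlap genes on the other strand, and Ifit1 and Ifit3 are paralogs, so these values are uncertain. In the vehicle group against the NC group, Sgk1 (log2 fold change 2.22), Ifit3 (1.09), Gbp3 (0.84), Dpt (0.79), Efnb2 (0.55) and Runx1 (0.20) were higher, and Igtp (-0.79) and Ifit1 (-0.40) were lower. Ifit3 was no DEG there without NC replicate 1 (0.99) or vehicle replicate 3 (0.90). As a list, the 6 tested genes had a median log2 fold change of -0.86 in AMSC against vehicle, with all 6 lower (adjusted p = 9.93e-08 from camera of limma). This call held under fry (adjusted p = 0.000299) and with an estimated correlation (0.0266). The median in vehicle against NC was 0.82, with 4 genes higher (adjusted p = 0.118), and the adjusted p was 0.0436 without NC replicate 3 and 0.0322 under fry. The median in AMSC against NC was -0.54, with 4 genes lower (adjusted p = 0.0787), and the adjusted p was 0.0331 without NC replicate 1, 0.242 without NC replicate 3 and 0.0324 under fry. Adjusted over the list alone, 2 genes were DEGs in AMSC against vehicle, and 2 when adjusted over all genes tested. The study chose the 8 genes on these samples, so the tests of the list are not independent evidence. Igtp, Ifit1, Ifit3 and Gbp3 are also on a list of interferon-induced genes.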

Further analysis using GSEA showed that the JNK upregulation pathway gene set was significantly reduced after AMSC treatment (Figure 4C). Given that JNK mitochondrial translocation plays a central role in APAP-induced disturbed mitochondrial function and cell death, we sought validation by performing Western blotting on liver tissue and isolated mitochondria. Results showed that p-JNK expression in the liver and its translocation to mitochondria were both significantly reduced after AMSC treatment (Figure 4D). Therefore, AMSC treatment inhibited activation and mitochondrial translocation of JNK in the liver tissues of the AILI mice model.

### 3.5. AMSC Treatment Inhibits JNK-Mediated ROS Generation and Restores Mitochondrial Activity

We first examined in AML12 cells (an immortal hepatocyte cell line), that JNK can be activated by APAP stimulation, such as the JNK agonist (anisomycin), while APAP-induced JNK activation was inhibited after pretreatment with the JNK antagonist (SP600125), which was similar to the in vivo results of AMSC therapy we verified above (Figure 5A). Then we measured the overall cellular level of ROS and mitochondrial-derived ROS using DCFH-DA and mitoSOX in AML12 cells treated with anisomycin, APAP, and SP600125 for 24 h. Fluorescence images showed a great increase of intracellular and mitochondrial ROS content in both cells treated with anisomycin and APAP, while SP600125 effectively reduced the ROS accumulation in APAP-injured cells (Figure 5B). Cells were stained with JC-1 for detecting ΔΨm, a global indicator of mitochondrial function. JC-1 monomers increased but JC-1 aggregates decreased after treating with anisomycin and APAP, which suggested a significant reduction in ΔΨm. However, pretreatment with SP600125 can restore the diminished ΔΨm caused by APAP overdose (Figure 5C). Together, these results demonstrated that APAP-induced ROS production and mitochondrial dysfunction could be prevented by inactivating JNK.

Next, we investigated whether AMSC treatment could alleviate the JNK-mediated ROS activation and mitochondrial dysfunction in AILI mice. It has been reported that p-JNK translocation to the outer mitochondrial membrane causes Src inactivation in mitochondria, which accounts for increased ROS production and impaired mitochondrial function [34]. Western blot analysis of liver tissues showed that AMSC treatment effectively alleviated the inactivation of Src in the mitochondria caused by APAP overdose (Figure 6A). Excessive APAP, which caused massive ROS production in liver tissues, was also alleviated after AMSC treatment (Figure 6B). Then, we performed GSEA on mitochondrial pathways collected in the MitoCarta 3.0 inventory [35]. AMSC treatment appeared to have a beneficial role in mitochondrial activity, as we found augmented gene expression associated with mitochondrial central dogma, translation, and mtRNA metabolism in AMSC-treated mice (Figure 6C). Therefore, AMSC therapy prevented JNK-mediated mitochondrial damage, which played a key role in triggering the mitochondrial retrograde pathway of APAP-induced mouse hepatotoxicity.

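The mitochondrial lists were compiled by hand, and 196 genes of central dogma, 118 of translation and 54 of mtRNA metabolism were tested, both smaller lists being part of the first. Relative to the NC mean, the mean of the central dogma list per library was -0.25 ± 0.08 on the log2 scale in the vehicle group and -0.13 ± 0.03 in the AMSC group (SD, n = 3). It was -0.28 ± 0.11 and -0.19 ± 0.05 for translation and -0.26 ± 0.04 and -0.07 ± 0.03 for mtRNA metabolism. The SD of the NC libraries was 0.04, 0.06 and 0.02.

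**Figure D3:**
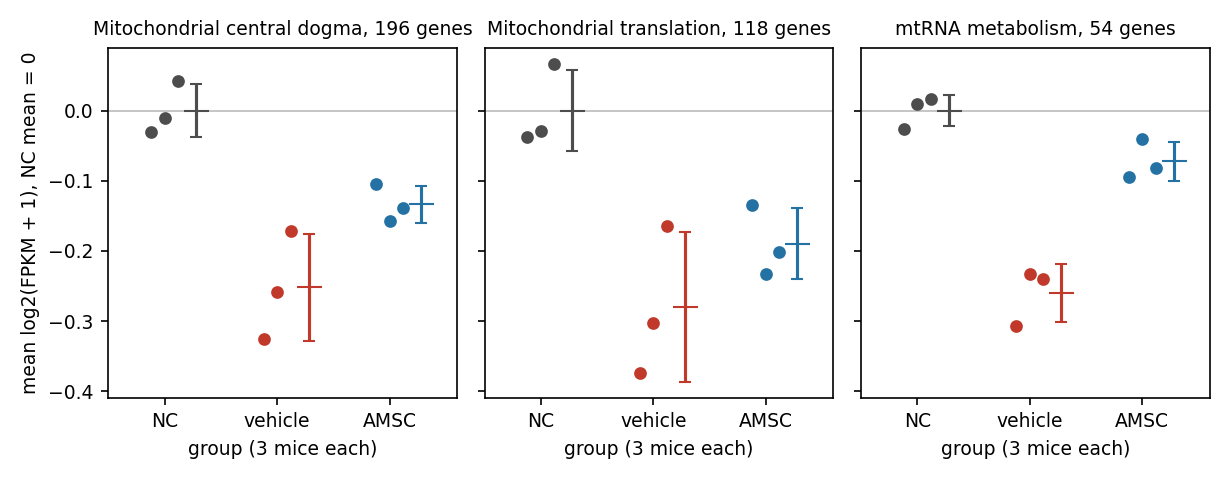
Mean log2(FPKM + 1) of the mitochondrial central dogma, translation and mtRNA metabolism lists in each of the 9 libraries, relative to the NC mean, with the group mean and SD. The group means of the central dogma list are 0 in the NC group, -0.25 in the vehicle group and -0.13 in the AMSC group.

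In the AMSC group against the vehicle group, 137 genes of central dogma, 78 of translation and 44 of mtRNA metabolism were higher, with median log2 fold changes of 0.12, 0.10 and 0.16. The adjusted p from camera of limma was 0.00116, 0.0278 and 0.000256. Under fry, the call held for mtRNA metabolism (adjusted p = 0.00426) but not for central dogma (0.0649) or translation (0.259). With an estimated correlation, which moved central dogma and mtRNA metabolism most, none of the 3 calls held (adjusted p = 0.266, 0.556 and 0.0644), and the lowest values were 1.77e-05 and 5.39e-06 for central dogma and mtRNA metabolism, from the test of all genes above 0, and 0.000222 for translation without vehicle replicate 3, which moved it most. The translation call was lost without vehicle replicate 1 (adjusted p = 0.217, with a median of 0.06), vehicle replicate 2 (0.0944, with a median of 0.07) or AMSC replicate 2 (0.230). In the vehicle group against the NC group, 156, 97 and 45 genes of the lists were lower, with medians of -0.26, -0.26 and -0.31 (adjusted p = 7.08e-08, 8.97e-08 and 2.20e-05 from camera of limma). With NC replicate 3 left out these were 4.06e-06, 1.32e-05 and 0.000114. All 3 calls held under fry, and that of mtRNA metabolism held with an estimated correlation (adjusted p = 0.0305), unlike central dogma (0.158) and translation (0.254). The medians in AMSC against NC were -0.15, -0.21 and -0.11 (adjusted p = 0.000104, 2.07e-05 and 0.0562). With NC replicate 3 left out these were 0.00218, 0.000689 and 0.110. The third value fell to 0.0328 without NC replicate 1 and without AMSC replicate 3. Of the 196 genes, Ddx28 (ENSMUSG00000045538, chromosome 8, 106009621 to 106011882) was the DEG in AMSC against vehicle. It rose from 11.3 ± 2.75 to 24.1 ± 4.01 FPKM (SD, n = 3), a log2 fold change of 1.04 (SE 0.20, adjusted p = 0.0359 from limma). Adjusted over the list alone, 0 of the 196 genes were DEGs, and 1 was at an unadjusted p of at most 0.05 and the minimum fold change. Ddx28 overlaps Dus2 on the other strand, and its call was lost without vehicle replicate 1 (log2 fold change 0.88), vehicle replicate 3 (adjusted p = 0.0982), AMSC replicate 2 (0.104), AMSC replicate 3 (0.0660) or AMSC replicate 4 (0.125).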

### 3.6. AMSC Treatment Blocks the JNK-ATM Mitochondrial Retrograde Pathway

JNK activation and sustained ROS have been shown to drive the mitochondrial retrograde pathway, which invokes the ataxia telangiectasia mutated (ATM)-induced DNA damage response and triggers cell damage [8,14,32]. As we tested above, γH2AX (a substrate of ATM) and p-JNK showed the same trend in the course of AILI. To determine how JNK mediates the mitochondrial retrograde pathway in APAP-induced hepatotoxicity, we treated anisomycin-treated and APAP-injured AML12 cells with SP600125 and an ATM inhibitor, KU-55933. As expected, the expressions of p-ATM and γH2AX were significantly increased in AML12 cells after treating with APAP which was consistent with anisomycin stimulation. SP600125 markedly inhibited this increase in APAP-injured cells, which suggested that the ATM retrograde pathway caused by APAP is through JNK activation. Moreover, KU-55933 significantly downregulated the γH2AX expression induced by APAP and anisomycin (Figure 7A). Immunofluorescence images also showed that γH2AX formed distinct foci and p-ATM expression was elevated in the nucleus after APAP injury. These were abrogated by SP600125 and KU-55933 (Figure 7B,C). Taken together, the immunofluorescence and Western blot analysis data support the idea that activated JNK triggers mitochondria retrograde pathway via the ATM.

Then we found that AMSC treatment significantly downregulated the expression of p-ATM, since AMSC therapy inhibited sustained JNK activation, as we verified above. The reduction of γH2AX and p21 further illustrated that AMSCs markedly reduced APAP-induced DNA damage and greatly reduced hepatocyte necrosis (Figure 8A). Next, we pretreated mice receiving AMSC therapy with anisomycin, a JNK agonist. The AN group exhibited elevated ALT and AST (Figure 8B). Similar results were also revealed in histological analysis, for we detected massive liver necrosis after reactivating JNK in AMSC treatment compared with the AMSC and NC groups (Figure 8C). The γH2AX-positive cells were strongly suppressed by AMSC treatment but reappeared after restoring JNK activation (Figure 8D). Therefore, AMSC treatment effectively inhibited the JNK-ATM mitochondrial retrograde pathway as well as prevented JNK-mediated ROS production and mitochondrial damage, thereby rescuing the acute liver injury induced by APAP.

## 4. Discussion

APAP overdosing causes mitochondrial dysfunction and still lacks effective treatments [36]. Recently, therapies targeting mitochondrial damage and retrograde pathways have emerged in disease treatment studies [6,37]. In this study, we showed that AMSC therapy may serve as an effective treatment for AILI through inhibiting the JNK-ATM mitochondrial retrograde pathway and clarified that this is related to its limited therapeutic window.

MSC therapy targeting drug-induced liver injury involves multiple mechanisms, such as promoting liver regeneration and its anti-inflammatory capacity [38]. We found that AMSCs injection prevented reductions in ATP and ΔΨm and restored mitochondrial morphology. Thus, these results revealed a new mechanism of AMSCs in AILI by restoring mitochondrial function. However, the therapeutic effects of AMSC therapy were restricted to the first 4 h of the APAP injury. This may be related to APAP-induced JNK activation, which dominates the collapse of mitochondrial function and cell death in APAP overdosing [37]. As we expected, AMSCs injection inhibited JNK activation and its translocation to the mitochondria in the context of APAP overdose. Specifically, JNK interacts with an outer mitochondrial membrane protein and inactivates Src in mitochondria to inhibit electron transport and increase ROS release [34]. This has also been verified in our study, which showed that AMSCs restored inactivated Src and ROS accumulation. The GSEA of RNA-seq on APAP-overdosed and AMSC-treated mouse liver samples also indicated the beneficial role of AMSC therapy in APAP-induced mitochondrial dysfunction via inhibiting JNK.

Recent evidence has highlighted the mitochondrial retrograde pathway mediated by JNK may be responsible for APAP-induced DNA damage and impaired liver regeneration [33]. In AILI, the JNK-mediated mitochondrial retrograde signaling pathway drives cytoplasmic chromatin fragments formation and the expression of the DNA damage markers γH2AX and p21 [32]. According to our findings, the rising trend of γH2AX in AILI is consist with JNK activation. The in vitro experiment showed that blocking JNK in APAP-injured hepatocytes could abolish the increased expression of γH2AX. ATM is a sensor for oxidative stress that can be activated by excessive ROS and dysfunctional mitochondria [39,40]. It has been reported that ATM was activated by APAP exposure and increased the expression of its substrate, γH2AX [41]. A recent study has shown JNK signaling is essential for ATM-mediated nuclear and cytoplasmic stress signals [14]. We tested APAP-injured hepatocytes with the JNK inhibitor and the ATM inhibitor to verify that APAP induced a DNA damage response through the JNK-ATM retrograde pathway. Downregulation in p-ATM, γH2AX, and p21 expression in liver tissue of APAP overdosed mice elucidated the protective role of AMSCs by blocking the JNK-ATM retrograde pathway, which was further tested by treating AMSC-injected mice with the JNK agonist.

Although AMSCs transplantation in the early stages of APAP liver injury had significant efficacy, this was lost after 4 h of AILI. In our study, the JNK mitochondrial translocation and JNK-mediated mitochondrial retrograde pathway may account for the limited therapeutic time window of AMSC treatment. Since MSCs modifications by genetic editing and preconditioning are promising methods of improving MSC therapy efficacy in challenging conditions [42], it may be a possible way to broaden the therapeutic window for AILI, such as by enhancing the ability to target the mitochondrial retrograde pathway-related molecules. Despite the fact that we revealed that the AMSC treatment inhibited the JNK-mediated ATM retrograde pathway of APAP toxicity, the mitochondrial retrograde pathways in AILI may not be limited to this one. For example, APAP overdosing stabilizes and promotes nuclear factor erythroid 2-related factor 2 translocation to the nucleus, triggering a retrograde pathway [43,44]. So AMSC therapy might exert effects on AILI through other retrograde pathways.

The JNK activation in AILI is mainly attributed to the metabolism of APAP to the toxicant NAPQI by CYP2E1 [5]. Thus, we performed reactome pathway enrichment analysis of DEGs from the AMSC-treated group versus the APAP-overdosed group, and found that cytochrome P450-arranged by substrate type and CYP2E1 reactions were among the most significantly enriched pathways after 6 h of APAP challenge (*p* < 0.05) (Figure S1A). 

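Of the 98 CYP genes in the deposited table, 53 were tested. Of the 72 DEGs that were higher in the AMSC group than in the vehicle group, 3 were CYP genes, where 0.393 were expected (one-sided Fisher's exact test, p = 0.00705, or 0.00846 adjusted over the 6 overlaps). The 3 were Cyp2a5, Cyp2c38 and Cyp2e1. Apart from the replicate block, the p moved most without vehicle replicate 1, to 1.44e-07, with 7 CYP genes. It was highest, at 1, when all genes above 0 were tested, where none of the 4 DEGs with higher values was a CYP gene. It was 0.202 without AMSC replicate 2, 0.184 without AMSC replicate 3 and 0.193 without AMSC replicate 4, each with 1 CYP gene. In the vehicle group against the NC group, 10 of the 272 DEGs with lower values were CYP genes, where 1.49 were expected (Fisher's exact p = 1.71e-06, or 3.43e-06 adjusted). Cyp2a5 (ENSMUSG00000005547, chromosome 7, 26835305 to 26843548) had 519 ± 138 FPKM in the NC group, 26.2 ± 27.1 in the vehicle group and 299 ± 109 in the AMSC group (SD, n = 3). Its log2 fold change was -4.87 in vehicle against NC (SE 0.78, adjusted p = 0.00433 from limma) and 4.05 in AMSC against vehicle (SE 0.79, adjusted p = 0.0373). The latter call was lost without vehicle replicate 3 (adjusted p = 0.100), AMSC replicate 2 (0.0867), AMSC replicate 3 (0.135) or AMSC replicate 4 (0.117). Cyp2c38 (ENSMUSG00000032808, chromosome 19, 39389556 to 39463075) had 10.3 ± 1.45, 0.653 ± 0.591 and 8.80 ± 1.54 FPKM in the same order (SD, n = 3). Its log2 fold change was -2.82 in vehicle against NC (SE 0.25, adjusted p = 0.000355 from limma) and 2.62 in AMSC against vehicle (SE 0.26, adjusted p = 0.00429). Both genes have close paralogs whose reads the authors' counting could have split, so their values are uncertain. The whole CYP list was also tested. Between the AMSC and vehicle groups, 28 of the 53 were higher and 25 lower, with a median of 0.08 (adjusted p = 0.553 from camera of limma, 0.0319 without vehicle replicate 1 and 0.991 without vehicle replicate 2, where the sign of the test changed). Of the 53, 27 were lower in vehicle against NC, with a median of -0.03 (adjusted p = 0.440), and in AMSC against NC 30 were lower, with a median of -0.09 (adjusted p = 0.357). Cyp1a2, another CYP gene that the paper names, had a log2 fold change of -1.13 in vehicle against NC (SE 0.41, adjusted p = 0.0832 from limma). It was a DEG there with the replicate block (adjusted p = 0.0150), after quantile normalization, with all 9 libraries in a single fit and without vehicle replicate 1 (0.0213), and its log2 fold change was -0.66 without vehicle replicate 2. It was -0.45 in AMSC against vehicle (SE 0.39, adjusted p = 0.570), -0.06 without vehicle replicate 1 and -0.92 without vehicle replicate 2, and -1.58 in AMSC against NC (SE 0.20, adjusted p = 0.00106).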

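Cyp2e1 (ENSMUSG00000025479) lies on chromosome 7 of GRCm38 from 140763739 to 140774987. Its expression was 3408 ± 181 FPKM in the NC group, 847 ± 635 in the vehicle group and 3619 ± 199 in the AMSC group (SD, n = 3). All 3 vehicle libraries lay below all libraries of the other groups.

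**Figure D4:**
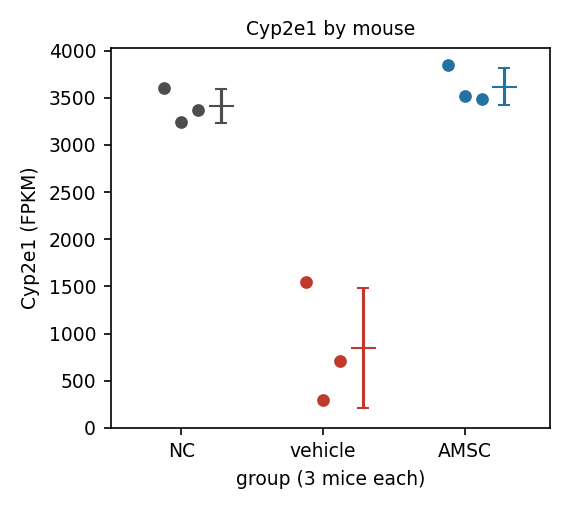
Cyp2e1 expression in FPKM in each of the 9 libraries by group, with the group mean and SD. The vehicle libraries sit between 294 and 1541 FPKM, below the NC libraries (3247 to 3605) and the AMSC libraries (3488 to 3848).

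The log2 fold change was -2.31 in the vehicle group against the NC group (SE 0.51, adjusted p = 0.0147 from limma) and 2.40 in the AMSC group against the vehicle group (SE 0.51, adjusted p = 0.0474). In the AMSC group against the NC group it was 0.09 (SE 0.12, adjusted p = 0.646 from limma), and -0.19 after quantile normalization. Exact permutation tests, with 2 sides, over the 6 mice gave p = 0.1, 0.1 and 0.3 in the same order, where 0.1 is the smallest p that 3 mice against 3 allow. The log2 fold change of AMSC against vehicle stayed between 1.79 and 2.99 with each replicate left out. Its adjusted p rose to 0.123 without vehicle replicate 3, 0.1202 without AMSC replicate 2, 0.147 without AMSC replicate 3 and 0.137 without AMSC replicate 4. The alternative that raised the adjusted p most was the test of all genes above 0 (0.226), and it was 0.0147 with all 9 libraries in a single fit.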

The heat map of cytochrome P450-arranged by substrate type pathway and volcano plot of DEGs also showed that AMSC therapy increased the expression of CYP2E1 mRNA (Figure S1B,C). Though the protein expression of CYP2E1 was not changed 6 h after APAP exposure, APAP overdose led to a significant reduction in hepatic CYP2E1 after 24 h (Figure S1D). This was consistent with previous studies and might be due to the serious hepatocellular injury and changes of hepatic endoplasmic reticulum [45,46,47,48]. AMSCs rescued the change of CYP2E1 by APAP overdose, which suggested that AMSC therapy may inhibit JNK activation by affecting the CYP genes involved in APAP conversion to NAPQI. The interactions between accumulated ROS and JNK contribute to sustaining JNK activation [34]. Several studies have shown that MSC therapy could increase antioxidants such as superoxide dismutase [49], catalase [50] and GSH [51]. We also found AMSC injection could restore the GSH in AILI (Figure 1C). Thus, AMSC treatment may inhibit JNK activation through multifaceted effects.

In summary, we have presented in vitro and in vivo data demonstrating that AMSC therapy could be a potential therapeutic for early-stage AILI through inhibiting the JNK-ATM pathway, which is related to restoring mitochondrial disability and reducing DNA damage response through the mitochondrial retrograde pathway. These findings promote the understanding of the underlying mechanisms of MSC treatment for acute liver failure.

## Figures and Tables

**Figure 1:**
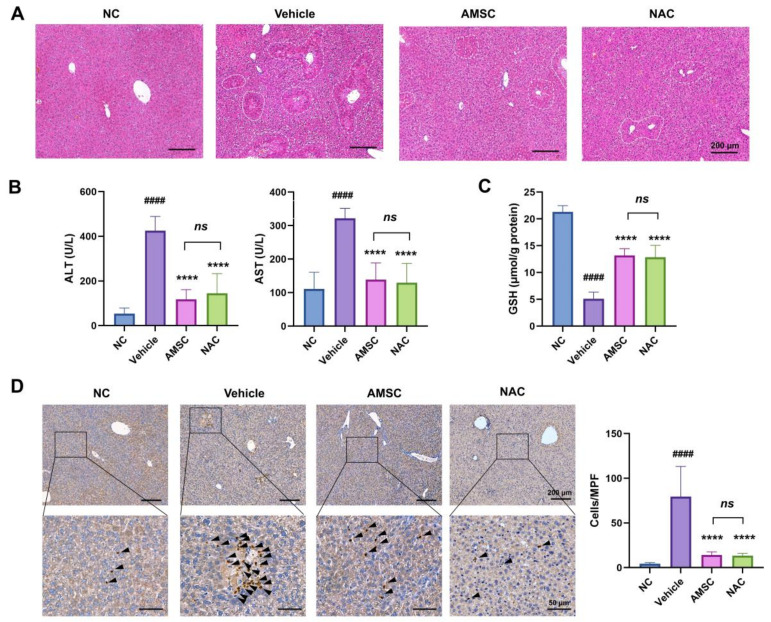
Effects of AMSC therapy on mice exposed to 500 mg/kg APAP. (**A**) Representative HE-staining and quantitation of the necrosis area in liver sections obtained from normal control (NC group), APAP-overdosed (vehicle group), AMSC-injected (AMSC group), and NAC-treated (NAC group) mice for 24 h. (**B**) Serum ALT and AST. (**C**) Hepatic GSH level. (**D**) Representative Ly6G IHC analysis. The positive cells were pointed out by arrowheads. Quantification of positive cells in each group per medium power field (MPF) using a 20× objective. Data were expressed as mean ± SD; n = 5; *#### p* < 0.0001 vs. NC group; **** p < 0.0001 versus vehicle group; ns: no significance versus NAC group.

**Figure 2:**
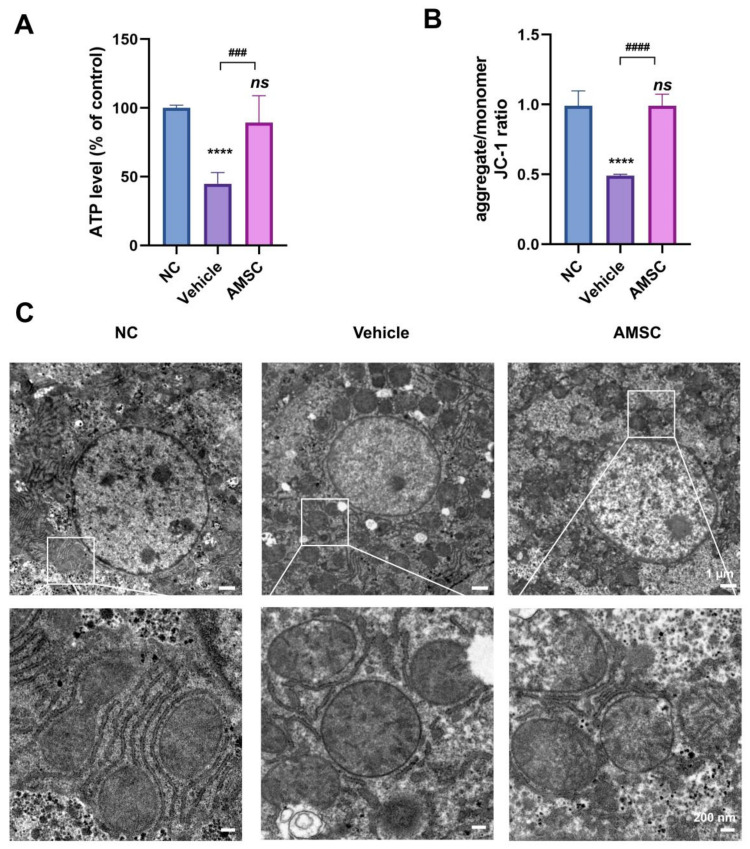
AMSC treatment prevents APAP-induced mitochondrial dysfunction. (**A**) Hepatic ATP levels in each group. Mice were sacrificed after APAP overdosing and AMSC treatment for 6 h. (**B**) JC-1 staining for detecting ΔΨm in each group. (**C**) Distinctive mitochondrial morphological changes were detected by electron microscopy in mouse livers treated with APAP and AMSC. Data are expressed as mean ±SD; n = 5; **** p < 0.0001 and ns: no significance vs. NC group; *### p* < 0.001 and *#### p* < 0.0001 vs. vehicle group. NC group: normal control mice; vehicle group: APAP-overdosed mice; AMSC group: AMSC-treated mice.

**Figure 3:**
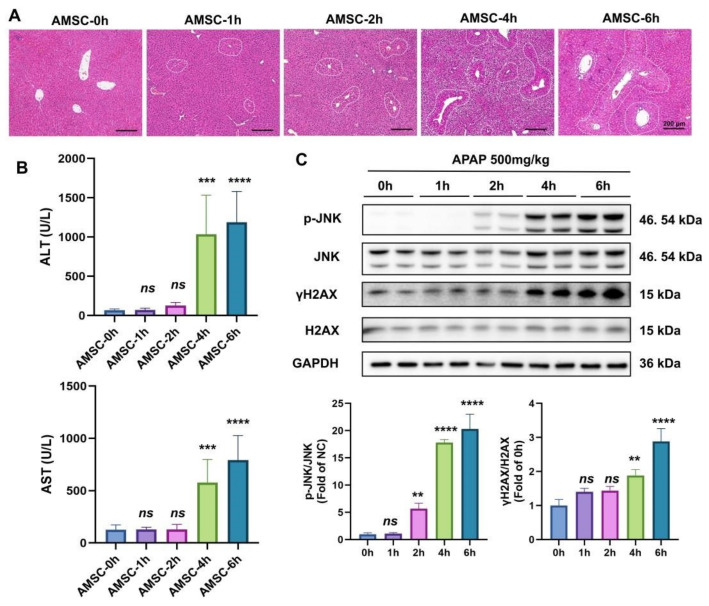
The APAP-induced mitochondrial retrograde pathway limits therapeutic potential of AMSCs. (**A**) Representative HE-staining of delayed AMSCs injection at 1 h, 2 h, 4 h, and 6 h after APAP exposure. (**B**) Serum ALT and AST. (**C**) The protein expression levels of p-JNK and γH2AX at different times after the APAP challenge. Data are presented as the mean ± SD; n = 3–5; ** p < 0.01, *** p < 0.001, **** p < 0.0001 and ns: no significance vs. 0 h group.

**Figure 4:**
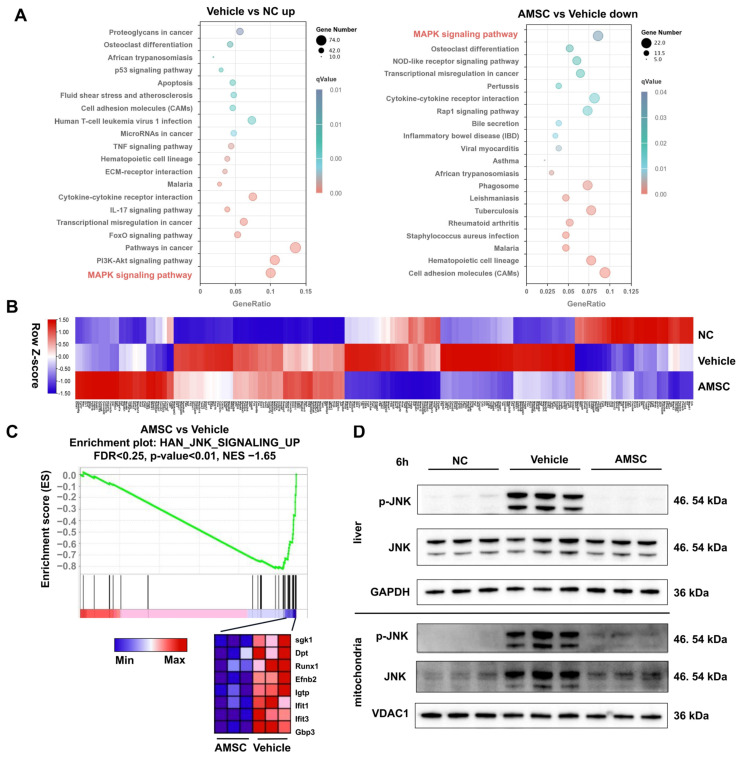
AMSCs inhibit JNK activation and mitochondrial translocation in AILI. (**A**) The enrichment maps of KEGG pathways of differentially expressed genes in the vehicle group versus the NC group and the AMSC group versus the vehicle group. (**B**) Heat maps of the MAPK signaling pathway gene subset in each group plotted with cohort means of Z scores. (**C**) The pathway of JNK signaling up was among significant differences in GSEA of AMSC group vs. vehicle group. Genes with the highest enrichment score are shown as a gene expression-based heat map. (**D**) The Western blot analysis of p-JNK level in isolated mitochondria and liver tissue after 6 h APAP exposure and AMSC treatment. NC group: normal control mice; vehicle group: APAP-overdosed mice; AMSC group: AMSC-treated mice.

**Figure 5:**
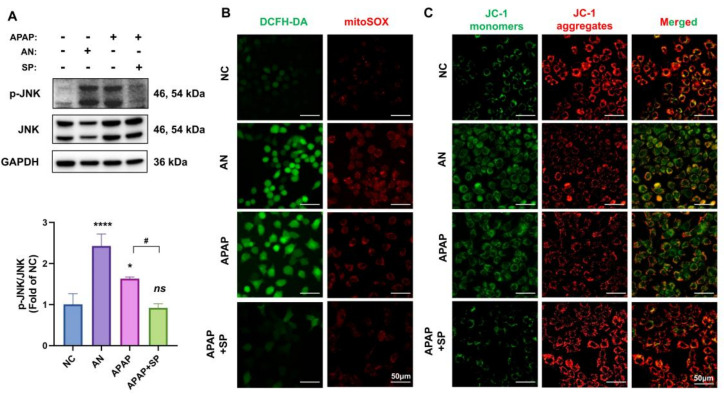
Inhibition of JNK activation alleviates APAP-induced mitochondrial dysfunction in AML12 cells. (**A**) Western blot analysis of p-JNK and JNK levels in AML12 cells treated with anisomycin, APAP, and SP600125 for 24 h. (**B**) The cells were stained by DCFH-DA and MitoSOX to visualize intracellular ROS. (**C**) The representative fluorescent microscopic analysis of ΔΨm by JC-1 staining of each group. Data are presented as the mean ± SD; n = 3; * p < 0.05, **** p < 0.0001 and ns: no significance vs. NC group; *# p* < 0.05 vs. APAP group. AN: anisomycin; SP: SP600125.

**Figure 6:**
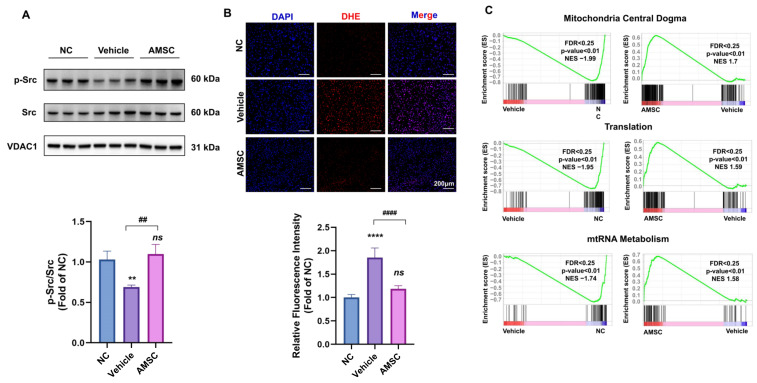
AMSCs inhibit ROS production and restore mitochondrial function. (**A**) Western blot analysis of p-Src and Src levels in isolated mitochondria from mouse liver tissues after treating with APAP and AMSCs for 6 h. (**B**) The measurement of ROS content in liver tissue by DHE staining and quantification by measuring the mean gray value of DHE. (**C**) GSEA plots of significantly different mitochondrial pathway gene sets in the vehicle group versus the NC group and the AMSC group versus the vehicle group. Data are presented as the mean ± SD; n = 3–5; ** p < 0.01, **** p < 0.0001 and ns: no significance vs. NC group; *## p* < 0.01 and *#### p* < 0.0001 vs. APAP group. NC group: normal control mice; vehicle group: APAP-overdosed mice; AMSC group: AMSC-treated mice.

**Figure 7:**
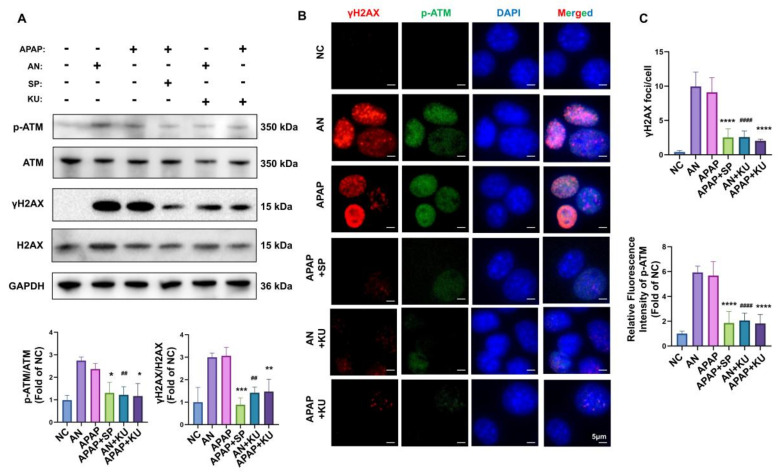
APAP-induced ATM retrograde pathway can be inhibited by inactivating JNK in AML12 cells. (**A**) Immunoblots and quantitative histograms showing the results of Western blotting analysis for the expression of p-ATM, ATM, γH2AX, and H2AX proteins. (**B**) Representative images showing the immunofluorescence staining for γH2AX (red) and p-ATM (green) among different groups. (**C**) The number of γH2AX foci per nucleus was quantitated using ImageJ (Fiji). In each sample, at least 100 nuclei cells were scored. The expression of p-ATM was quantified by measuring the mean gray value. Data are presented as the mean ± SD; n = 3; * p < 0.05, ** p < 0.01, *** p < 0.001 and **** p < 0.0001 vs. APAP group; *## p* < 0.01 and *#### p* < 0.0001 vs. AN group. AN: anisomycin; SP: SP600125; KU: KU-55933.

**Figure 8:**
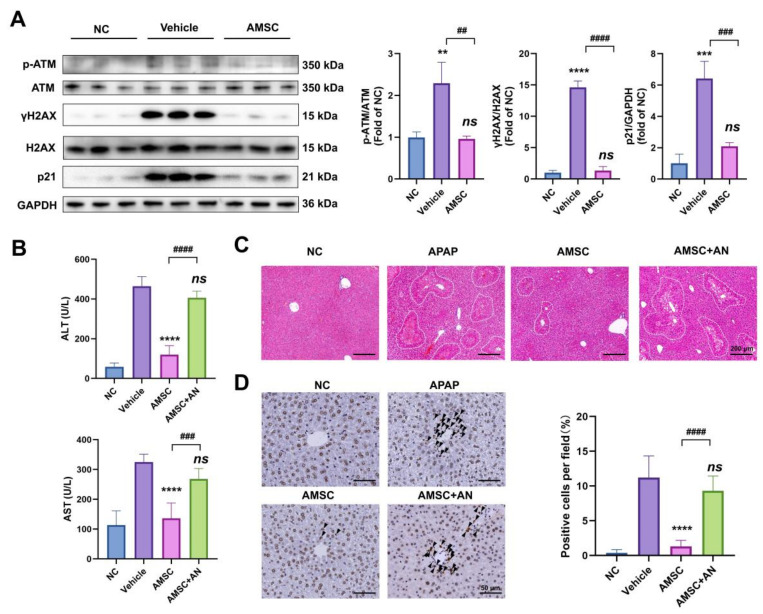
AMSCs inhibit the JNK-ATM mitochondrial retrograde pathway in AILI. (**A**) Immunoblots and quantitative histograms showing the results of Western blotting analysis for p-ATM, ATM, γH2AX, H2AX and p21 protein expression. (**B**) The AST and ALT levels after treating with AMSCs and AN. (**C**) Representative H&E staining of each group. (**D**) Liver tissues were stained for γH2AX and quantified. Representative IHC images are shown. Data are presented as the mean ± SD; n = 3–5; ** p < 0.01, *** p < 0.001, **** p < 0.0001 and ns: no significance vs. NC group and vehicle group; *## p* < 0.01, *### p* < 0.001 and *#### p* < 0.0001 vs. APAP group and AMSC + AN group. AN: anisomycin; NC group: normal control mice; vehicle group: APAP-overdosed mice; AMSC group: AMSC-treated mice; AMSC + AN group: AMSC-injected mice pretreated with anisomycin.

## Data Availability

The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [52] and are accessible through GEO Series accession number GSE218879 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218879, accessed on 13 December 2022).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox12010158/s1. Figure S1. AMSC therapy may affect the metabolism of APAP to inhibit JNK activation. (A) Reactome pathway enrichment analysis of the upregulated DEGs of AMSC group versus vehicle group. (B) The heat map of cytochrome P450-arranged by substrate type pathway of each group. (C) The volcano plot of DEGs highlighting significant genes from cytochrome P450-arranged by substrate type pathway. (D) The expression of hepatic CYP2E1 after treating with 500 mg/kg APAP for 6 h and 24 h in each group. Data are presented as the mean ± SD; n = 3; *** p* < 0.01 and ns: no significance vs. NC group; *#p* < 0.05 and ns: no significance vs. APAP group. NC group: normal control mice; vehicle group: APAP-overdosed mice; AMSC group: AMSC-treated mice.

How the deposited data were processed for this re-analysis (not part of the article)

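RNA-seq values of 9 mouse livers were analysed, 3 of the NC group, 3 of the vehicle group (500 mg/kg APAP, 6 h) and 3 of the AMSC group (500 mg/kg APAP and 200000 AMSCs, 6 h). The libraries of the AMSC group carry the replicate numbers 2, 3 and 4, and those of the other groups 1, 2 and 3. The assignment of libraries to groups was taken from the sample labels. Protein, imaging and enzyme assays of the paper were not analysed here.

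The authors deposited FPKM values per gene for 54532 genes, with the gene length they used and gene coordinates. The paper's text names the sequencing company and DESeq2 1.20.0 for the authors' differential expression analysis, but not the aligner, the counting program or the genome build. Of the 54495 gene identifiers shared with GENCODE vM21, which is on GRCm38, 53585 (98.33%) had the same start and end, so coordinates are given on GRCm38. The product of FPKM and gene length was a whole multiple of a step (within 0.1 of it) for 99.9944% to 99.9947% of the values above 0 per library, and rounding gave whole reads per gene. The denominators that the authors used in the FPKM were proportional to median-of-ratios size factors of these reads, to a relative spread of 3.7e-08, and lay between 0.909 and 1.16 times a library's total. No filter on low values was seen in the deposited table, since 29683 genes were at 0 in all libraries.

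The libraries held between 13418921 and 16210930 reads on genes (14920463 to 15444087 in the NC group, 13640978 to 14167230 in the vehicle group and 13418921 to 16210930 in the AMSC group). The genes tested had a median of 315.0 reads per library and a median length of 3747.0 bases, and 10% of them had mean reads under 60.9. A single read on a gene of 1 kilobase corresponded to 0.0578 to 0.0807 FPKM, so values near this level rest on few reads.

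FPKM values were taken as log2 with a pseudocount of 1, and the 9699 genes with a mean of at least 1 FPKM over the 9 libraries were tested with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3. Each fit held the 2 groups compared. The p-values were adjusted by the Benjamini-Hochberg method, and DEGs had an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, which are the paper's thresholds. The comparisons were vehicle against NC, AMSC against vehicle and AMSC against NC. The overlap of a list with DEGs was tested with a one-sided Fisher's exact test against all genes tested, adjusted over 6 overlaps. Lists were tested with camera of limma at an inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it, adjusted over the 6 lists at the paper's claims or over the 25 other lists. Normalized enrichment scores were computed with fgsea 1.28.0 on the moderated statistics of limma, with a fixed seed and 10000 permutations. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

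The gene sets of KEGG, Reactome, MitoCarta and the JNK gene set were not used here. In their place, the lists of the MAPK pathway, mitochondrial central dogma, translation and mtRNA metabolism, and of pericentral, periportal, macrophage, endothelial, erythrocyte, neutrophil and stromal cell genes, interferon-induced genes, targets of p53, of the integrated stress response, of Nrf2, of glucocorticoids and of fasting, circadian genes and genes encoded by the mitochondrial genome were compiled by hand, and the CYP list held all genes with a CYP symbol. These lists, the groups, the tests, the thresholds and all alternatives except voom were chosen before the data were examined. The list of other acute-phase genes was compiled after the rise of Saa1 and Saa2 had been seen and before its own genes were looked up, and the list of immediate-early genes after its genes had been seen. The JNK list held the 8 genes shown in Figure 4C. By the rule set for single genes, these were the genes that the paper names, the 3 DEGs with the largest rise and the 3 with the largest fall in each comparison whose groups did not overlap, and up to 4 DEGs of each list discussed. Not all genes under this rule are named here, and which genes and lists are reported was settled after the alternatives had been computed.

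The alternatives were a pseudocount of 0.1, all genes above 0, genes with a mean of at least 5 FPKM, median-of-ratios rescaling (which could move next to nothing, as the deposited values were already scaled in this way), quantile normalization, all 9 libraries in a single fit, protein-coding genes only, the replicate number as a block, limma without the trend, fry, camera with an estimated correlation, a core MAPK list, DEGs without a minimum fold change, and leaving out each replicate. Voom on the recovered reads was added after seeing the data. Whether the replicate numbers pair the samples was checked by the correlation of the deviations of same-numbered libraries from their group means. In vehicle against NC it was 0.213, 0.160 and 0.378 for replicates 1, 2 and 3, so there the numbers were taken to pair the samples. For NC replicate 3 this pairing is in doubt, because the description in its labels numbers it 3 while its title numbers it 1 and bears an earlier date than those of the other libraries.

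The steps were tested on simulated data. In 10 simulated data sets with 200 changed genes each and a median of 9224 genes tested, a median of 99.5% of the changed genes and 100% of the genes changed at least 4-fold were called, and a median of 3 and at most 8 unchanged genes. Camera gave a p under 0.05 for a shifted list in 10 of the data sets and for an unchanged list in 0. The genes were drawn independently of each other, so these data sets cannot show how often camera calls unchanged lists of correlated genes. In the real data the estimated correlation was far above the preset 0.01 for some lists. It was 0.62 for the pericentral list in AMSC against vehicle.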

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

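The tests in this part were chosen after the results were seen, apart from the counts of splits and the lists compiled beforehand. The results below are signals in genes that the paper does not discuss. Quantile normalization and voom changed the direction or the call of 0 of the 39 tests of lists reported in this part and among the other observations. With an estimated correlation in camera, however, 30 of these 39 tests lost their call and none kept one. Under fry, 13 of the 39 lost it.

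Acute-phase genes were far higher in the AMSC group than in either other group. Saa2 had 3.61 ± 0.851 FPKM in the NC group, 3.49 ± 1.16 in the vehicle group and 221 ± 188 in the AMSC group (SD, n = 3), a log2 fold change of 5.26 in AMSC against vehicle (SE 0.59, adjusted p = 0.00643 from limma). Saa1 (4.10), Lcn2 (3.90, SE 0.45, adjusted p = 0.00784 from limma) and Orm2 (2.66, SE 0.34, adjusted p = 0.00998 from limma) were also higher, and against the NC group Saa2, Saa1 and Lcn2 had log2 fold changes of 5.21, 4.10 and 5.46. For Saa2, Saa1 and Lcn2, all 3 AMSC libraries were above all vehicle libraries (exact permutation p = 0.1, the smallest that 3 against 3 allow). Lcn2 lies on chromosome 2 and Saa1 and Saa2 on chromosome 7, so reads shared between Saa1 and Saa2 would leave its rise of 3.90 unexplained. That rise cannot show whether such sharing affected Saa1 and Saa2 themselves, whose separate values stay uncertain. Of 18 other acute-phase genes, 16 were tested, and 12 of them were higher in the AMSC group than in the vehicle group, with a median log2 fold change of 0.57 (adjusted p = 0.00201 from camera of limma, 0.138 under fry, 0.615 with an estimated correlation, and from 0.000489 to 0.615 over its alternatives without the replicate block). Of the 10 splits of the 6 libraries, 1, the real one, gave as small a p. Against the NC group, 16 of 16 were higher in the AMSC group, with a median of 1.06 (adjusted p = 5.05e-08 from camera of limma, 0.00180 under fry, 0.181 with an estimated correlation), and in vehicle against NC 14 of 16 were higher, with a median of 0.59 (adjusted p = 0.000393). The liver itself makes the most abundant of them, Hpx (3664 FPKM in the vehicle group and 3785 in the AMSC group), Hamp (861 and 2596) and Fga (1447 and 2277). The 3 tested neutrophil genes other than Lcn2 were lower in the AMSC group, with a median of -1.32 (S100a9 9.80 to 2.38 FPKM and S100a8 5.70 to 1.27), which argues against more neutrophils as the cause of the rise over the vehicle group. Against the NC group these 3 genes were higher, with a median of 1.09, so the argument does not extend to that comparison. Of 13 tested stromal cell genes, 11 were lower in the AMSC group than in the vehicle group, with a median of -0.50 (adjusted p = 0.00309 from camera of limma, 0.252 under fry) and of -0.33 without AMSC replicate 3. Against the NC group, 10 of 13 were higher, with a median of 0.20. Their most abundant genes, Fn1 (118 to 124 FPKM), Dcn (30.6 to 23.9) and Sparc (17.2 to 10.9), are expressed in all 3 groups, and in vehicle against NC 13 of 13 were higher, with a median of 0.56 (adjusted p = 0.00464). These levels would hide a small share of transcripts from the injected AMSCs, so that source stays open. The rise may be part of a wider acute-phase response of the liver, as the median of 0.57 over the other genes would allow. Depth did not separate the groups, as the reads of the AMSC libraries (13418921 to 16210930) spanned those of the vehicle libraries (13640978 to 14167230). What in the AMSC treatment differs between these groups was not tested.

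Interferon-induced genes were lower in the AMSC group than in the NC group, which had received no APAP. Of the 30 tested genes of this list, 27 were lower, with a median log2 fold change of -0.45 (adjusted p = 2.57e-08 from camera of limma, 0.00354 under fry, 0.181 with an estimated correlation, and from 1.81e-11 to 0.181 over its alternatives). Igtp had a log2 fold change of -1.71 and Ifit1 of -1.19. Against the vehicle group, 29 of 30 were lower in the AMSC group, with a median of -0.70 (adjusted p = 2.44e-15 from camera of limma, 0.0111 under fry, 0.192 with an estimated correlation). Between the vehicle and NC groups, 17 of 30 were higher, with a median of 0.08 (adjusted p = 0.474), and the median was 0.002 without NC replicate 1, 0.04 without NC replicate 2, 0.16 without NC replicate 3 and -0.02 without vehicle replicate 3. Of the 10 splits, 1 gave as small a p in AMSC against NC and 1 in AMSC against vehicle. Without NC replicate 3, the median of AMSC against NC was -0.43, which argues against the label date as the cause. Fewer macrophages remain a candidate explanation. The mean of the interferon list less that of the macrophage list in the AMSC libraries, relative to NC, was -0.29 ± 0.21 on the log2 scale (SD, n = 3), within the spread of the NC libraries (SD 0.34). That spread comes from NC replicate 3, at -0.39 against 0.20 and 0.20 in NC replicates 1 and 2, while the AMSC libraries were at -0.52, -0.23 and -0.12. Without NC replicate 3, the macrophage list had a median of 0.003 in AMSC against NC and the interferon list one of -0.43, which counts against fewer macrophages. Since this rests on leaving out 1 library, a loss of macrophages and a fall of these genes within cells cannot be told apart. Of the list, 4 genes are also in Figure 4C, where the study chose them on these samples.

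The pericentral list was lower in the vehicle group than in the NC group and higher again in the AMSC group. In the comparison of vehicle with NC, 20 of 21 genes were lower, with a median log2 fold change of -1.38 (adjusted p = 2.62e-09 from camera of limma, 0.0120 under fry, 0.301 with an estimated correlation). Between the AMSC and vehicle groups, 20 of 21 were higher, with a median of 1.46 (adjusted p = 1.82e-11 from camera of limma, 0.138 under fry, 0.615 with an estimated correlation, and from 2.96e-16 to 0.615 over its alternatives without that block), and 15 of 21 were still below the NC group, with a median of -0.43 (adjusted p = 0.00235). The median of AMSC against vehicle was between 1.11 and 1.68 with each replicate left out. The periportal list moved the other way, with 19 of 23 genes higher in vehicle against NC (median 0.64, adjusted p = 3.98e-05 from camera of limma) and 18 of 23 lower in AMSC against vehicle (median -0.35, adjusted p = 0.000202, and 0.138 under fry). Of the 10 splits, 2 gave as small a p for the pericentral list in AMSC against vehicle and 2 in vehicle against NC, of which 1 was among the 4 splits that part all 3 pairs. The call in AMSC against vehicle rests on the preset correlation of camera. Of the list, 8 genes are CYP genes. Apart from the alternatives, no technical explanation was tested for this pattern.

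Genes of red blood cells and macrophages were higher in the vehicle group. For vehicle against NC, 5 of 5 erythrocyte genes were higher, with a median log2 fold change of 2.29 (adjusted p = 0.00774 from camera of limma, 0.0570 under fry, 0.393 with an estimated correlation, and from 0.000133 to 0.393 over its alternatives). The most abundant of them, Hbb-bs, rose from 69.4 to 455 FPKM and Hba-a1 from 55.6 to 331. In the comparison of AMSC with vehicle, 5 of 5 were lower, with a median of -1.51 (adjusted p = 0.000658 from camera of limma, 0.141 under fry, and 4 of 10 splits with as small a p). All 13 tested macrophage genes were higher in vehicle against NC, with a median of 0.89 (adjusted p = 0.00134 from camera of limma, 0.128 under fry), and lower in AMSC against vehicle, with a median of -1.18 (adjusted p = 1.42e-08 from camera of limma, 0.138 under fry, 0.615 with an estimated correlation, and 2 of 10 splits with as small a p). C1qa fell from 59.0 to 30.2 FPKM, Lyz2 from 60.6 to 20.4 and C1qb from 57.9 to 24.0. In AMSC against NC, 10 of 13 were lower, with a median of -0.26 (adjusted p = 0.188), and the median was -0.42 without NC replicate 1 (adjusted p = 0.0322), 0.003 without NC replicate 3, -0.46 without AMSC replicate 2 (adjusted p = 0.0212) and -0.16 without AMSC replicate 3. Without NC replicate 2, the adjusted p was 0.0468. Of the 16 endothelial genes tested, 14 were higher in vehicle against NC, with a median of 0.34 (adjusted p = 0.115), and the median was 0.14 without NC replicate 1, 0.57 without NC replicate 3 (adjusted p = 0.0121), -0.05 without vehicle replicate 1 and 0.62 without vehicle replicate 2 (adjusted p = 0.00201). For AMSC against vehicle, 16 of 16 were lower, with a median of -0.72 (adjusted p = 5.24e-05 from camera of limma, 0.253 under fry), and of -0.35 without vehicle replicate 1. The most abundant were Eng (15.7 to 9.09 FPKM) and Clec4g (12.1 to 5.58). A lower share of hepatocytes would raise the genes of all other cells alike. The erythrocyte list less the endothelial list rose to 1.57 ± 0.74 on the log2 scale in the vehicle libraries (SD, n = 3, against an SD of 0.14 in the NC libraries). This argues against a lower share of hepatocytes as the whole cause for the erythrocyte genes, if nothing else lowered the endothelial genes. Whether something did was not tested. The mean of the endothelial list, relative to NC, varied between vehicle replicates 1, 2 and 3 (1.05, -0.22 and 0.26). The macrophage list less the endothelial list was 0.56 ± 0.63 in the vehicle libraries (SD, n = 3), within its spread. For the macrophage genes a lower share of hepatocytes therefore stays open. A larger amount of blood in the vehicle livers, through bleeding or at sampling, was not tested and stays open.

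The immediate-early genes that were higher in the vehicle group than in the NC group were nearly as high in the AMSC group. The list was compiled after its genes had been seen, so its tests are not independent evidence. Of the 16 tested genes of this list, 16 were higher in vehicle against NC, with a median log2 fold change of 4.31 (adjusted p = 2.30e-17 from camera of limma, 0.000425 under fry, 0.161 with an estimated correlation), and 16 in AMSC against NC, with a median of 3.86 (adjusted p = 5.35e-18 from camera of limma, 5.63e-05 under fry, 0.0739 with an estimated correlation, and from 3.94e-20 to 0.0739 over the alternatives without the replicate block). Jun had a log2 fold change of 5.64 and Fos of 6.21 in AMSC against NC. In AMSC against vehicle, 13 of 16 were lower, with a median of -0.35 (adjusted p = 0.0294 from camera of limma, 0.350 under fry). That median was -0.58 without vehicle replicate 1, -0.09 without vehicle replicate 2 (adjusted p = 0.125) and -0.15 without AMSC replicate 3 (adjusted p = 0.171), and the call was also lost without vehicle replicate 3 (adjusted p = 0.100). Of the 10 splits, 1 gave as small a p in AMSC against NC. Handling of the tissue that differed between the groups was not tested, and the median of 3.86 is the pattern itself, so handling stays open. That the AMSC livers were injured as much as the vehicle livers is argued against by the pericentral genes, of which 20 of 21 were higher in the AMSC group. The APAP that both groups received stays open as the source too.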

How the results depend on the processing

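Of the results at the paper's claims, the overlaps of the MAPK list with the DEGs higher in vehicle against NC and with the DEGs lower in AMSC against vehicle, the test of the JNK genes in AMSC against vehicle, the tests of the MAPK list in both comparisons with the NC group and the test of mtRNA metabolism in vehicle against NC kept their direction and their side of the threshold under every alternative run, each left-out replicate included. The first overlap ranged from 1.26e-14 to 4.45e-08 and the second from 9.66e-06 to 0.0349. Values given below for tests of lists are adjusted p. Where a value below changed, the cause was not tested unless it is named.

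With a pseudocount of 0.1, there were 915 DEGs in AMSC against NC, the overlap of CYP genes with the DEGs higher in AMSC against vehicle had a Fisher's exact p of 0.0899, and Cyp2e1 had a log2 fold change of 2.40 with an adjusted p of 0.0501 (limma). Testing all genes above 0 gave 21 DEGs in AMSC against vehicle (19.0% of them higher, against 37.9%), 2 restored MAPK genes, an overlap of CYP genes with a Fisher's exact p of 1 and a reversed direction, and Cyp2e1 at 2.40 with an adjusted p of 0.226. It gave 0.00720 for the JNK genes in vehicle against NC, on 8 genes, and 0.00169 for mtRNA metabolism in AMSC against NC. Among the single-gene calls that it removed in AMSC against vehicle were Ifit3 (adjusted p = 0.0969 from limma), Saa2 (0.0988), Saa1 (0.103), Lcn2 (0.100) and Orm2 (0.113). Genes with a mean of at least 5 FPKM gave 478 DEGs in vehicle against NC, 102 in AMSC against vehicle (47.1% higher), an overlap of CYP genes with a Fisher's exact p of 0.0704, Cyp2e1 at 2.40 with an adjusted p of 0.0501, 0.315 for the MAPK list in AMSC against vehicle and a reversed direction of the interferon list in vehicle against NC (0.852). After quantile normalization, the overlap of CYP genes had a Fisher's exact p of 0.0545, and the log2 fold change of Cyp2e1 was 2.46 (adjusted p 0.0533) in AMSC against vehicle and reversed to -0.19 in AMSC against NC. With all 9 libraries in a single fit, mtRNA metabolism in AMSC against NC had 0.0396. The core MAPK list gave 3 restored genes and 0.0569 for the list in AMSC against vehicle. Without a minimum fold change, 39 of 55 MAPK genes were lower in the AMSC group than in the vehicle group and 41 were still higher than in the NC group.

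Camera with an estimated correlation gave 0.158 for central dogma and 0.254 for translation in vehicle against NC, 0.266, 0.556 and 0.0644 for central dogma, translation and mtRNA metabolism and 0.143 for the MAPK list in AMSC against vehicle, and 0.203 for both central dogma and translation in AMSC against NC. Fry gave 0.0649 for central dogma and 0.259 for translation in AMSC against vehicle, 0.0322 for the JNK genes in vehicle against NC, 0.0324 for them in AMSC against NC, and 0.0285 for mtRNA metabolism in AMSC against NC.

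Voom on the recovered reads, chosen after seeing the data, gave 1197, 296 and 968 DEGs in vehicle against NC, AMSC against vehicle and AMSC against NC, of which 757, 180 and 577 were shared with the DEGs reported. Count-based tests had been planned in case reads could be recovered. Reads were recovered, but the planned tests were not run, which departs from the plan.

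The replicate numbers of AMSC against vehicle (correlations of the deviations -0.104 and -0.293 for replicates 2 and 3) and of AMSC against NC (-0.199 and -0.309) do not pair the samples. With the replicate block, AMSC against vehicle had 335 DEGs, 4.76e-05 for the CYP list, 0.208 for translation and 0.110 for the MAPK list, 5.99e-11 for the overlap of CYP genes with the higher DEGs (Fisher's exact test), an adjusted p of 1.57e-05 for Cyp2e1, 3.08e-05 for the other acute-phase genes and 2.36e-28 for the pericentral list, and log2 fold changes of -0.36 for Cdkn1a and -0.20 for Jun. In AMSC against vehicle, the block also gave 0.00258 for the p53 targets, against 0.102 without it. Of the 39 tests of other lists, over all comparisons, the block changed 4, of which 3 became weaker and 1 stronger. For AMSC against NC the block gave an adjusted p of 1.04e-33 for the immediate-early list, and the log2 fold changes of Mapk9 and H2afx reversed to 0.0112 and 0.001 (adjusted p = 0.987 and 0.999 from limma). For vehicle against NC, the block gave 781 DEGs and made Cyp1a2 a DEG (adjusted p = 0.0150 from limma), and it changed no other reported call.

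Across the fits that each left out a replicate, the DEGs ranged from 683 to 872 in vehicle against NC, from 90 to 229 in AMSC against vehicle and from 555 to 627 in AMSC against NC. The p of the CYP overlap ranged from 1.44e-07 to 0.202. The adjusted p of the CYP list ranged from 0.0319 to 0.991 in AMSC against vehicle, where the direction reversed without vehicle replicate 2, that of the MAPK list from 0.0129 to 0.0905, that of translation from 0.000222 to 0.230, and that of the JNK genes from 0.0436 to 0.144 in vehicle against NC and from 0.0331 to 0.242 in AMSC against NC. For mtRNA metabolism in AMSC against NC it ranged from 0.0328 to 0.110. The log2 fold change of Cyp2e1 in AMSC against vehicle ranged from 1.79 to 2.99. Fewer samples enter these fits.

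The following directions reversed when a replicate was left out, given with the lowest and highest log2 fold change. For vehicle against NC, Mapk9 ranged from -0.002 (without vehicle replicate 1) to 0.147 and H2afx from -0.225 to 0.0873 (without vehicle replicate 1). For AMSC against vehicle, Cdkn1a ranged from -0.17 (without vehicle replicate 1, and -0.14 without AMSC replicate 4) to 0.279, Jun from -0.0852 (without vehicle replicate 1) to 0.372, Fos from -0.597 to 0.0431 (without AMSC replicate 3, and 0.02 without vehicle replicate 2), Atf3 from -0.417 to 0.17 (without vehicle replicate 2) and H2afx from -0.170 to 0.143 (without vehicle replicate 3, and 0.10 without AMSC replicate 4). The test of the fasting list in this comparison changed its sign without vehicle replicate 3 (adjusted p = 0.758 from camera of limma), while its median stayed above 0, at 0.04. For AMSC against NC, Mapk9 ranged from -0.0986 to 0.0335 (without NC replicate 1) and H2afx from -0.201 to 0.0442 (without AMSC replicate 4).

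Among 702 values of other single genes under the other alternatives, 36 changed (19 weaker, 12 stronger, 5 reversed), and among 468 of other lists 52 (50 weaker, 1 stronger, 1 reversed). With a replicate left out, 30 of 426 values of genes changed (16 weaker, 2 stronger, 12 reversed) and 18 of 234 of lists (7 weaker, 10 stronger, 1 reversed). Computed but not reported were 1061 values of genes, of which 63 changed and 17 reversed, and 642 of lists, of which 60 changed and 27 reversed, and 0 of those that reversed had been called.

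Genes near 1 read per kilobase (0.0578 to 0.0807 FPKM) rest on few reads. Runx1 and Efnb2 lay under the filter at 1 FPKM, and Il1b had between 1 and 8 reads in the AMSC libraries.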

Differences from the paper's values

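The paper's normalized enrichment scores come from GSEA with MitoCarta gene sets and those given here from hand-compiled lists of the same names. Each score given here has a jackknife standard error over left-out replicates. That error does not cover the reading by eye or the different gene sets. A score outside it therefore does not by itself show a disagreement with the paper. For mitochondrial central dogma in vehicle against NC, the score was -2.50 (SE 0.335), against the paper's value of about -2.0 in Figure 6C, read by eye. Among the alternatives set before the data were examined, the score came within this error of the paper's for genes with a mean of at least 5 FPKM (-2.22), without NC replicate 3 (-2.27) and without vehicle replicate 1 (-2.16), and did not under the others. For mitochondrial translation in vehicle against NC, it was -2.54 (SE 0.375), against the paper's about -2.0 in Figure 6C, read by eye, and came within the error without NC replicate 3 (-2.24) and without vehicle replicate 1 (-2.20) but under none of the other alternatives. For mtRNA metabolism in vehicle against NC, it was -2.02 (SE 0.174), against the paper's about -1.7 in Figure 6C, read by eye, and came within the error without vehicle replicate 1 (-1.82) but under none of the others. For mtRNA metabolism in AMSC against vehicle, it was 2.08 (SE 0.232), against the paper's about 1.6 in Figure 6C, read by eye, and came within the error without vehicle replicate 1 (1.83) but under none of the others.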

Other observations

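The tests in this part were chosen after the results were seen, apart from the counts of splits and the random lists matched on length and level. With 3 libraries against 3 there are 10 splits, so the real split can never be rarer than 1 in 10.

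In each of the 3 comparisons, 1 of the 10 splits, the real one, gave as many DEGs, and no other split gave any DEG. For the overlap of the MAPK list with DEGs, 1 split gave as small a p in vehicle against NC and 1 in AMSC against vehicle, and for the CYP overlap 1. In vehicle against NC, as small a p was given by 1 split for the MAPK list, 4 for the JNK genes, 2 for central dogma, 3 for translation, 2 for mtRNA metabolism and 7 for the CYP list. Among the 4 splits that part all 3 pairs, these were 1, 2, 1, 1, 1 and 3. Between the AMSC and vehicle groups, they were 2 for the MAPK list, 1 for the JNK genes, 3 for central dogma, 5 for translation, 1 for mtRNA metabolism and 8 for the CYP list, and in AMSC against NC 1, 4, 2, 3, 3 and 6 in the same order.

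The enrichment of the MAPK list among DEGs is not accounted for by gene length and expression level. Of 10000 random lists matched on both, 0 had as many DEGs higher in vehicle against NC and 6 as many lower in AMSC against vehicle. The fall in the AMSC group was not particular to MAPK genes. Random lists, 10000 in number, were drawn from genes raised to the same extent in vehicle against NC. Of these lists, 6028 had as many DEGs lower in the AMSC group as the 7 of the MAPK list. As many still higher than in the NC group as its 22 were seen in 2437. The median log2 fold change of the 29 genes in AMSC against vehicle, -0.35, lay above the random median of -0.68, and 9687 random lists had as low a median. The count of DEGs would therefore allow a fall, as a whole, of the genes that were higher in the vehicle group than in the NC group. By the median, the MAPK genes fell less than the matched genes. In the simulations without an AMSC effect, 0 of 100 had as many MAPK genes becoming DEGs, which argues against the shared vehicle libraries as the cause of these calls, while 30 of 100 had as high a share of lower genes, so that share may come from the shared libraries alone. Across all 9699 genes tested, which are not independent replicates, the log2 fold changes of vehicle against NC and AMSC against vehicle had a correlation of -0.50. The median in these simulations was -0.13, and 3 of 100 were as far from 0.

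Of the 8 genes of Figure 4C, the 4 that are on the interferon list had a median log2 fold change of -1.08 in AMSC against vehicle. The 26 tested genes of the interferon list outside Figure 4C had a median of -0.65, with 25 lower, so a fall of interferon-induced genes as a whole may account for these 4. The other 4 genes had a median of -0.50, and since the study chose them for their fall, this value cannot be told apart from a choice of lower genes.

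For the mitochondrial lists, gene length and expression level do not account for the shifts. Of 10000 random lists matched on both, 0, 0 and 1 had as low a median as central dogma, translation and mtRNA metabolism in vehicle against NC, and 0, 11 and 18 as high a median in AMSC against vehicle. A shift shared by all nuclear genes for mitochondria would leave the translation list level with the respiratory chain list. The translation list less the respiratory chain list was -0.40 ± 0.16 on the log2 scale in the vehicle libraries relative to NC (SD, n = 3, against an SD of 0.07 in the NC libraries). This argues against such a shift as the whole cause. Both lists hold nuclear transcripts, and the number of mitochondria was not measured, so whether there were fewer stays open. Of 13 genes encoded by the mitochondrial genome, 10 were higher in vehicle against NC, with a median log2 fold change of 0.36 (adjusted p = 0.0991 from camera of limma, 0.0156 without NC replicate 1 and 0.0205 without vehicle replicate 3). The adjusted p rose to 0.335 without vehicle replicate 2 and to 0.969 after quantile normalization. In the comparison of AMSC with vehicle, 12 were lower, with a median of -0.50 (adjusted p = 0.00201 from camera of limma, 0.252 under fry, and 0.0537 with a median of -0.30 without AMSC replicate 4).

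Cyp2e1 is a gene of the pericentral hepatocytes. The 13 tested pericentral genes that are not CYP genes were all higher in the AMSC group than in the vehicle group, with a median log2 fold change of 1.46, so the rise of Cyp2e1 may be part of a return of the pericentral genes as a whole. Of the 45 CYP genes outside the pericentral list, 21 were higher and 24 lower, with a median of -0.0725. As their members went both ways, this value leaves open whether a rise in part of the family is involved.

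The fasting list was higher in vehicle against NC in 17 of 20 genes, with a median log2 fold change of 0.52 (adjusted p = 9.20e-05 from camera of limma, 0.00880 under fry, 0.296 with an estimated correlation), and of 0.27 without vehicle replicate 1 and 0.92 without vehicle replicate 3. Of the 10 splits 3 gave as small a p, and 2 of the 4 that part all pairs. The paper states that all animals were fasted overnight before APAP, and the labels give no feeding state of the NC mice, which received no APAP, so with a median of 0.52 a difference in feeding and an effect of APAP cannot be told apart, because either would separate the same groups. For AMSC against vehicle, 12 of 20 were higher, with a median of 0.22 (adjusted p = 0.516), and of 0.04 without vehicle replicate 3 and 0.12 without AMSC replicate 4. Targets of glucocorticoids were higher in vehicle against NC in 13 of 14 genes, with a median of 1.53 (adjusted p = 3.69e-07 from camera of limma, 0.00104 under fry, 0.161 with an estimated correlation). Of 16 circadian genes, 8 were higher in vehicle against NC, with a median of 0.20 (adjusted p = 0.817), which was 0.34 without NC replicate 1, 0.04 without NC replicate 3 and 0.31 without vehicle replicate 3. These genes went both ways, and 13 of the 16 were DEGs, 7 higher and 6 lower, so the median does not show that they were unchanged. In AMSC against NC, 4 were DEGs with higher and 4 with lower values. The time of day at which each group was killed was not tested. In AMSC against vehicle, 7 were higher, with a median of -0.06 (adjusted p = 0.619), which was -0.008 without vehicle replicate 1, 0.08 without vehicle replicate 2, and -0.02 without AMSC replicate 2 or AMSC replicate 3.

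The mRNA of some proteins that the paper measured was also in the table. Cdkn1a, which encodes p21, had log2 fold changes of 5.58 in vehicle against NC (SE 0.22, adjusted p = 1.41e-05 from limma), 0.05 in AMSC against vehicle (SE 0.28, adjusted p = 0.947) and 5.63 in AMSC against NC (SE 0.21, adjusted p = 2.29e-06). The second value was -0.17 without vehicle replicate 1 and -0.14 without AMSC replicate 4. Cdkn1a overlaps a gene on the other strand. Mapk8, which encodes JNK1 and overlaps 2 genes, had 0.51 (SE 0.12, adjusted p = 0.0193 from limma), -0.11 (SE 0.12, adjusted p = 0.674) and 0.40 (SE 0.11, adjusted p = 0.0282) in the same order. Mapk9, which encodes JNK2, had 0.07, -0.10 and -0.03 (adjusted p = 0.741, 0.713 and 0.850 from limma), with reversed signs of -0.002 without vehicle replicate 1 in the first and 0.03 without NC replicate 1 in the last. H2afx, which encodes the histone H2AX and overlaps a gene on the other strand, had -0.06, -0.02 and -0.08 (adjusted p = 0.820, 0.970 and 0.701 from limma). Its sign reversed to 0.09 in vehicle against NC without vehicle replicate 1, to 0.14 without vehicle replicate 3 and 0.10 without AMSC replicate 4 in AMSC against vehicle, and to 0.04 in AMSC against NC without AMSC replicate 4. Egr1 and Atf3 had log2 fold changes of -0.85 and -0.13 in AMSC against vehicle (adjusted p = 0.135 and 0.833 from limma), and that of Atf3 was 0.17 without vehicle replicate 2. These values are of mRNA, and phosphorylation was not analysed here.

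Targets of p53, of the integrated stress response and of Nrf2 were higher in vehicle against NC in 10 of 14, 14 of 14 and 15 of 20 genes, with median log2 fold changes of 1.77, 2.42 and 0.59 (adjusted p = 4.80e-05, 1.27e-10 and 0.000103 from camera of limma, and 0.000425, 0.00208 and 0.0132 under fry). In AMSC against NC, 12, 14 and 19 were higher, with medians of 0.98, 2.84 and 0.73 (adjusted p = 2.30e-05, 5.64e-17 and 8.21e-09 from camera of limma, and 0.000114, 6.84e-05 and 0.00115 under fry). With an estimated correlation, the adjusted p was 0.161, 0.188 and 0.323 in the first comparison and 0.0831, 0.0739 and 0.140 in the second. Between the AMSC and vehicle groups, 8 of 14 p53 targets were lower, with a median of -0.02 (adjusted p = 0.102), which was -0.14 without vehicle replicate 1 (adjusted p = 0.0486), -0.05 without vehicle replicate 2, -0.04 without vehicle replicate 3, -0.04 without AMSC replicate 3 and -0.08 without AMSC replicate 4. For the integrated stress response, 10 of 14 were higher, with a median of 0.54 (adjusted p = 0.0360 from camera of limma, 0.253 under fry). That median was 0.19 without vehicle replicate 1 (adjusted p = 0.222) and 0.91 without vehicle replicate 2, and the call was also lost without AMSC replicate 2 (0.107) or AMSC replicate 4 (0.109). For Nrf2, 14 of 20 were higher, with a median of 0.10 (adjusted p = 0.111), which was 0.04 without vehicle replicate 1, 0.21 without vehicle replicate 2, 0.24 without vehicle replicate 3 (adjusted p = 0.0135) and 0.20 without AMSC replicate 2 (adjusted p = 0.0497).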
